# Evolutionary and functional genomics of DNA methylation in maize domestication and improvement

**DOI:** 10.1038/s41467-020-19333-4

**Published:** 2020-11-02

**Authors:** Gen Xu, Jing Lyu, Qing Li, Han Liu, Dafang Wang, Mei Zhang, Nathan M. Springer, Jeffrey Ross-Ibarra, Jinliang Yang

**Keywords:** Agricultural genetics, Epigenomics, Evolutionary biology, Plant domestication

## Abstract

DNA methylation is a ubiquitous chromatin feature, present in 25% of cytosines in the maize genome, but variation and evolution of the methylation landscape during maize domestication remain largely unknown. Here, we leverage whole-genome sequencing (WGS) and whole-genome bisulfite sequencing (WGBS) data on populations of modern maize, landrace, and teosinte (*Zea mays* ssp. *parviglumis)* to estimate epimutation rates and selection coefficients. We find weak evidence for direct selection on DNA methylation in any context, but thousands of differentially methylated regions (DMRs) are identified population-wide that are correlated with recent selection. For two trait-associated DMRs, *vgt1*-DMR and *tb1*-DMR, HiChIP data indicate that the interactive loops between DMRs and respective downstream genes are present in B73, a modern maize line, but absent in teosinte. Our results enable a better understanding of the evolutionary forces acting on patterns of DNA methylation and suggest a role of methylation variation in adaptive evolution.

## Abstract (web summary)

Variation and evolution of DNA methylation during maize domestication remain largely unknown. Here, the authors generate genome and methylome sequencing data as well as HiChIP-based interactome data to investigate the adaptive and phenotypic consequences of methylation variations in maize.

## Introduction

Genomic DNA is tightly packed in the nucleus and is functionally modified by various chromatin marks such as DNA methylation of cytosine residues. DNA methylation is a heritable covalent modification prevalent in most species, from bacteria to humans^1,2^. In mammals, DNA methylation commonly occurs in the symmetric CG context with exceptions of non-CG methylation in specific cell types, such as embryonic stem cells^3^, but in plants it occurs in all contexts including CG, CHG, and CHH (H stands for A, T, or C). Genome-wide levels of cytosine methylation exhibit substantial variation across angiosperms, largely due to differences in the genomic composition of transposable elements (TE)^4,5^, but broad patterns of methylation are often conserved within species^6,7^. Across plant genomes, levels of DNA methylation vary widely from euchromatin to heterochromatin, driven by the different molecular mechanisms for the establishment and maintenance of DNA methylation in CG, CHG, and CHH contexts^8,9^.

DNA methylation is considered essential to suppress the activity of transposons^10^, to regulate gene expression^11^, and to maintain genome stability^8^. Failure to maintain patterns of DNA methylation in many cases can lead to developmental abnormalities and even lethality^12–14^. Nonetheless, variation in DNA methylation has been detected both in natural plant^15^ and human populations^16^. Levels of DNA methylation can be affected by genetic variation and environmental cues^17^. In addition, heritable de novo epimutation—the stochastic loss or gain of DNA methylation—can occur spontaneously and has functional consequences^18,19^. Population methylome studies suggest that the spread of DNA methylation from transposons into flanking regions is one of the major sources of epimutation, such that 20% and 50% of the *cis*-meQTL (methylation quantitative trait loci) are attributable to flanking structural variants in *Arabidopsis*^7^ and maize^20^.

In *Arabidopsis*, a multi-generational epimutation accumulation experiment^21^ estimated forward (gain of DNA methylation) and backward (loss of methylation) epimutation rates per CG site at about 2.56 × 10^−4^ and 6.30 × 10^−4^, respectively. Other than this *Arabidopsis* experiment, there are no systematic estimates of the epimutation rates in higher plants (but see recently estimates for poplar and dandelion^22^), making it difficult to understand the extent to which spontaneous epimutations contribute to methylome diversity in a natural population. As the per-base rates of DNA methylation variation are several orders of magnitude larger than DNA point mutation, conventional population genetic models, which assume infinite sites models, seemed inappropriate for epimutation modeling. As an attempt to overcome the obstacle, Charlesworth and Jain^23^ developed an analytical framework to address evolution questions for epimutations. Leveraging this theoretical framework, Vidalis et al.^24^ constructed the methylome site frequency spectrum (mSFS) using worldwide *Arabidopsis* samples, but they failed to find evidence for selection on genic CG epimutation under benign environments. The confounding effect between DNA variation and methylation variation, as well as the high-scaled epimutation rates become obstacles to further dissect the evolutionary forces in shaping the methylation patterns at different timescales under different environments.

Maize, a major cereal crop species, was domesticated from its wild ancestor teosinte (*Zea mays* ssp. *parviglumis*) near the Balsas River Valley area in Mexico about 9000 years ago. Genetic studies reveal that the dramatic morphological differences between maize and teosinte are largely due to selection of several major effect loci^25^. As maize spread across the Americas, many additional loci have played an important role in local adaptation^26^. Flowering time, a trait that directly affects plant fitness, played a major role in this local adaptation process^27–29^. Previous research, however, has focused almost entirely on DNA variation, and the contributions of methylation variation to maize domestication and adaptation remain largely elusive.

In this work, we collect a set of geographically widespread Mexican landraces and a natural population of teosinte near Palmar Chico, Mexico^30^, from which we generate genome and methylome sequencing data. In addition, we profile the teosinte interactome using the highly integrative chromatin immunoprecipitation (HiChIP) method. Together with the analysis from previously published genome^31^, transcriptome^32^, methylome^6^, and interactome^33^ datasets, we estimate epimutation rates and selection pressures across different timescales, investigate the DNA methylation landscape in maize and teosinte, detect differentially methylated regions (DMRs), characterize the genomic features that are related with DMRs, and functionally validate two DMRs that are associated with adaptive traits. Our results suggest that DNA methylation genome-wide is likely only under relatively weak selection, but that methylation differences at a subset of key loci may modulate the regulation of domestication genes and affect maize adaptation.

## Results

### Genomic distribution of methylation in maize and teosinte

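Teosinte (Zea mays ssp. parviglumis) is the wild ancestor of maize, landraces are farmer varieties grown since domestication, and modern maize is represented by inbred lines. Bisulfite changes unmethylated but not methylated cytosines, so sequencing reads the methylation of each cytosine in the CG, CHG and CHH contexts, where H is any base other than G. The methylomes were of 20 teosinte plants, 17 landrace plants and 14 modern maize inbred lines. By the paper's sample table, the teosinte libraries held 161133675 to 219687396 read pairs (median 191690140) with reads of 100 bp, and the landrace libraries held 72106200 to 101431757 (median 86112355) with reads of 150 bp. This is 14.0× to 19.1× for teosinte and 9.41× to 13.2× for landraces, as sequenced and before mapping. The modern maize methylomes came from another study and entered only through the regions that the authors called with them. The authors mapped the reads of each plant with Bowtie2 to the B73 AGPv4 genome carrying the SNPs of that plant, kept unique and unduplicated reads, extracted methylated cytosines with Bismark and left out sites of low coverage. They called differentially methylated regions (DMRs) between pairs of populations with metilene, with minimum numbers of cytosines, a minimum mean difference for CG and CHG and a maximum corrected P-value. Each deposited DMR has a position, a context and a comparison, without levels for single plants, so no spread between plants can be given for a DMR. The population means and q-values used here are the paper's, from the first 1998 of the 5278 lines of Supplementary Data 2. All 1998 were found among the deposited DMRs. These lines hold 1542 CG DMRs of teosinte vs. modern maize, all 431 of teosinte vs. landrace and 25 of landrace vs. modern maize. A direction is given for the first 2 comparisons alone, since the last is held only in part. Here and below, loss and gain mean a population mean lower or higher than that of teosinte. Which of the populations changed was not tested. The smallest mean difference among the teosinte-maize CG DMRs was 0.400.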

To investigate genome-wide methylation patterns in maize and teosinte, we performed whole-genome bisulfite sequencing (WGBS) from a panel of wild teosinte, domesticated maize landraces, and modern maize inbreds (Supplementary Data 1). Using the resequenced genome of each line, we created individual pseudo-references (see “Methods”) that alleviated potential bias of mapping reads to a single reference genome^34^ and improved overall read-mapping (Supplementary Fig. 1a). Using pseudo-references, on average about 25 million (5.6%) more methylated cytosine sites were identified than using the B73 reference (Supplementary Fig. 1b). Across populations, average genome-wide cytosine methylation levels were about 78.6%, 66.1%, and 2.1% in CG, CHG, and CHH contexts, respectively, which are consistent with previous estimations in maize^13^ and are much higher than observed (30.4% CG, 9.9% CHG, and 3.9% CHH) in *Arabidopsis*^5^. 

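The landrace methylomes were sequenced less deeply than those of teosinte. By the paper's sample table, the mean depth was 11.0× ± 1.32 (SD, n = 17) in landraces and 16.7× ± 1.15 (SD, n = 20) in teosinte. The deepest landrace library (13.2×) lay below the shallowest teosinte library (14.0×), so all 17 landrace libraries were below every teosinte library. The difference of 5.68× was larger than the spread between plants (two-sided permutation test of the means, p = 1e-05, the smallest that 100000 resamples can give). Read length differed between the populations as well, so depth, read length and population vary together.

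**Figure D1:**
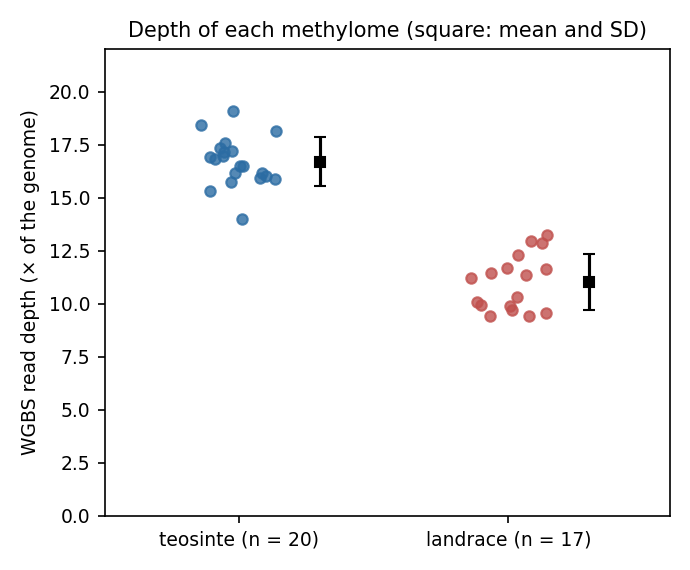
Read depth of each WGBS library (vertical axis, × of the genome) in teosinte (blue points) and landraces (red points), with the mean and SD of each population as a black square and bar. The landrace points end at 13.2× and the teosinte points begin at 14.0×.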

We observed slightly higher levels of methylation in landraces, which may be due to lower sequencing depth^35^. We found no significant differences between teosinte and maize as a group (Supplementary Fig. 2).

We found methylated cytosines in CG and CHG contexts were significantly higher in pericentromeric regions (0.54 ± 0.01 in a 1 Mb window) than in chromosome arms (0.44 ± 0.04) (Student’s *t-*test *P*-value < 2.2 × 10^−16^) (Supplementary Fig. 3). We calculated the average methylated CG (mCG) level across gene bodies (from transcription start site to transcription termination site, including exons and introns) in each population and observed a bimodal distribution of mCG in gene bodies (Supplementary Fig. 4a), with ~25% of genes (*N* = 6, 874) showing evidence of gene body methylation (gbm). Although the overall distribution of gbm did not differ across populations, genes with clear syntenic orthologs in Sorghum^36^ exhibited little gbm (Supplementary Fig. 4b, c), consistent with previous reports^5,37^.

### Genome-wide methylation is only under weak selection

As the frequency of methylation may be affected by both selection and epimutation rates, we implemented a Markov Chain Monte Carlo (MCMC) approach to estimate these parameters using a population genetic model developed for highly variable loci^23^. We defined 100 bp tiles across the genome as a DNA methylation locus and categorized individual tiles as unmethylated, methylated, or heterozygous alleles for outcrossed populations (i.e., teosinte and landrace populations) and as unmethylated and methylated alleles for modern maize inbred lines (see “Methods”). To determine the thresholds for methylation calls, we employed an iterative expectation maximization algorithm to fit the data^38^. We then constructed methylome site frequency spectra (mSFS) for CG and CHG sites (Supplementary Fig. 5). Sensitivity test results suggested that the mSFS was insensitive to the cutoffs used for the methylation calls (Supplementary Fig. 6). As the vast majority (>98%) of CHH sites were unmethylated (Supplementary Fig. 7), we excluded CHH sites from population genetic analysis.

After testing a set of prior values, we found the initial prior rates had little impact on the posteriors, except for extremely large values (Supplementary Fig. 8), for which convergence was difficult. As we found little difference among populations in genome-wide patterns, we estimated parameters using the combined data; estimates from individual populations were nonetheless broadly similar (Supplementary Fig. 9). Effective population size (*N*_e_) in maize is difficult to estimate because of rapid demographic change during and post domestication. Previous estimates of *N*_e_ in maize range from ∼50 k^39^ to ∼370 k – 1 M^40^. To account for this uncertainty, we ran the models with a set of different *N*_e_ values (50 k, 100 k, 500 k, and 1 M). Model estimates of the epimutation rate *µ* for both CG (3.6 × 10^−6^ – 1.8 × 10^−7^) and CHG (7.6 × 10^−6^ – 3.8 × 10^−7^) sites were more than an order of magnitude higher than the backward epimutation rates (*ν* = 1.8 × 10^−7^ – 9.0 × 10^−9^ and 3.0 × 10^−7^ – 1.5 × 10^−8^) using different *N*_e_ values (Fig. 1a), consistent with the observed prevalence of both types of methylation. Estimates of the genome-wide selection coefficient *s* associated with methylation of a 100 bp tile for both CG and CHG tiles depended on the assumption of *N*_e_. However, the population-scaled selection coefficient (or *N*_e_ × *s*) stayed largely constant with values of 2.0 and 2.2 for CG and CHG tiles, respectively, indicating relatively weak selection for methylation in each context according to classical population genetic theory^41^.

**Fig. 1:**
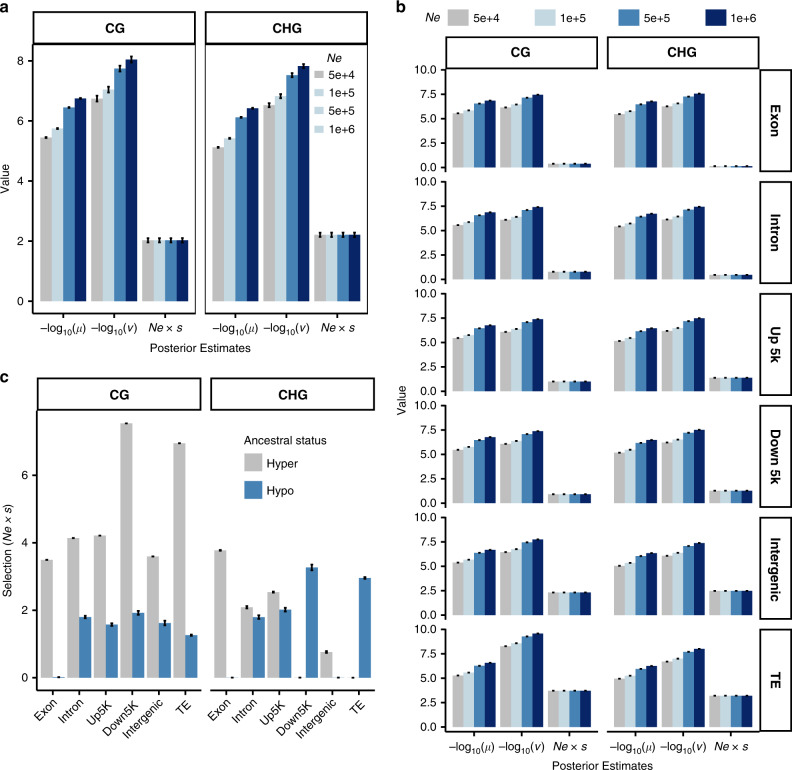
Population genetic parameters inference. **a** Posterior estimate of mean values and standard deviations for *µ*, *ν*, and *N*_e_ × *s* for CG and CHG sites using four different effective population size (*N*_e_) values. **b** Posterior estimates for different genomic features. Up 5 k, the upstream 5 kb region of a gene; Down 5 k, the downstream 5 kb region of a gene. **c** Posterior estimates by defining teosinte as the ancestral epiallele. Values were estimated using MCMC approach with 20% burnin (see “Methods”). Error bars indicate SDs (*N* = 1600 for each bar). Source data underlying **a**–**c** are provided as a Source Data file.

We then sought to test whether the population-scaled selection coefficient differs across genomic features. After fitting mSFS models separately for different genomic features, results showed that population-scaled selection coefficients in genic regions (exon, intron, upstream 5 k, and downstream 5 k) were below or close to 1, and the values were above 1 for nongenic regions (i.e., 2.4 for intergenic regions and 3.5 for TE regions) (Fig. 1b), suggesting stronger selection on methylation variation outside of genes. If we consider the most common variant in teosinte as the ancestral epiallele, selection was higher in ancestrally hypermethylated regions in CG contexts, especially in TE and intergenic regions, whereas it was close to neutrality for ancestrally hypomethylated regions, especially for the exonic regions (Fig. 1c). In CHG contexts, selection was weak in most regions, including TE and intergenic regions, for both ancestral hyper- and hypomethylated sites.

### Regions with variable methylation contribute to phenotypic variation

Our observed CG mSFS revealed that 2% and 7% of 100 bp tiles were completely unmethylated and methylated, whereas 91% of tiles were variable (Supplementary Fig. 5a). These variable methylation regions were further divided into rarely unmethylated (frequency of methylated tiles >90%), rarely methylated (frequency of methylated tiles <10%), and high-frequency variable regions (frequency of methylated tiles ≥10% and ≤90%), composing 69%, 2%, and 20% of the maize genome, respectively. To investigate whether regions of the genome exhibiting variable methylation, especially the high-frequency variable regions, are functionally relevant, we used published data from a large maize mapping population^42^. We estimated kinship matrices for single-nucleotide polymorphisms (SNPs) in different genomic regions and then partitioned the genetic variance for plant phenotypes using LDAK^43^. Consistent with an important functional role for genic regions and a lack of functional importance in permanently methylated regions, our results find that sites that are hypomethylated (uniformly unmethylated and rarely methylated), mainly from the genic areas, explained disproportionally larger genetic variances (Supplementary Fig. 10a), whereas hypermethylated regions (uniformly methylated and rarely unmethylated), although accounting for 76% of the genome, contributed only a fraction of the genetic variance for 7/23 traits. The proportion of variance explained by high-frequency sites polymorphic for methylation ranged from 0 to 57%, with a mean value of 29%. Variance component analysis results for CHG sites were largely consistent with the results for CG sites (see Supplementary Fig. 10b).

### Population level DMRs are enriched in selective sweeps

Although genome-wide selection on epimutation appears relatively weak, the observation that sites exhibiting methylation polymorphism contribute meaningfully to quantitative trait variation suggested that stronger selection could be acting at specific DMRs. We employed the metilene software^44^ to identify a total of 5278 DMRs (see Table 1 for numbers broken down by context and type), or about 0.08% (1.8 Mb) of the genome, including 3900 DMRs between teosinte and modern maize, 1019 between teosinte and landrace, and 359 DMRs between landrace and modern maize (Supplementary Data 2). 

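Between teosinte and modern maize, most CG DMRs were less methylated in maize. Of 1542 CG DMRs with a known direction, 998 (64.7%, 95% exact interval 62.3 to 67.1%) were lower in maize and 544 were higher. In the lower group the median population mean went from 0.836 in teosinte to 0.146 in maize, and in the higher group from 0.184 to 0.728 (the paper's population means). Landraces showed the same direction against teosinte, with 287 of 431 CG DMRs lower in landraces (66.6%, 95% exact interval 61.9 to 71.0%). The excess of losses differed from an equal split in both comparisons (two-sided exact binomial test, adjusted p = 6.44e-31 for maize and 5.09e-12 for landraces), and losses were the majority on each of the 10 chromosomes in both. The DMRs lower in maize had a larger median difference (0.574) than those higher in maize (0.494; two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give), while their median lengths of 331.5 and 340 bp did not differ at the 0.05 level (p = 0.696). The deposited DMRs between teosinte and modern maize numbered 1545 in CG (median length 333 bp), 2372 in CHG (458 bp) and 1055 in CHH (109 bp). There were 431, 590 and 22 between teosinte and landraces and 171, 188 and 15 between landraces and modern maize. The 5297 CG and CHG DMRs covered 1.88 Mb, or 0.0894% of the 2105427221 bp of the chromosomes, each base counted once. The tests take DMRs as units, and neighbouring DMRs are not independent. The CHG and CHH DMRs enter without a direction.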

To check the tissue specificity of the detected DMRs, we examined the methylation levels of these DMRs in B73 across different tissue types using published WGBS data^45^. Results suggested that methylation levels of the DMRs were largely conserved in B73 across three tissue types (Supplementary Fig. 11), consistent with the previous studies^20,46,47^.

**Table 1:** Number of differentially methylated regions broken down by context and type.

Comparison	Context	Type^a^	DMR	Sweep DMR^b^	Interacting DMR^c^	Interacting DMRs in sweeps^d^
Teosinte vs. Landrace	CG	Hypo in landrace	287	80 (27.8%, *P* = 0.001)*	96 (33.4%, *P* = 0.001)*	18 (18.7%, *P* = 0.02)*
		Hyper in landrace	144	36 (25%, *P* = 0.001)*	61 (42.3%, *P* = 0.001)*	6 (9.8%, *P* = 6.5 × 10^−4^)*
	CHG	Hypo in landrace	438	121 (27.6%, *P* = 0.001)*	115 (26.2%, *P* = 0.001)*	22 (19.1%, *P* = 0.024)*
		Hyper in landrace	150	45 (30%, *P* = 0.002)*	39 (26%, *P* = 0.001)*	8 (20.5%, *P* = 0.19)
Landrace vs. Maize	CG	Hypo in maize	143	29 (20.2%, *P* = 0.078)*	45 (31.4%, *P* = 0.01)*	9 (20%, *P* = 1)
		Hyper in maize	28	13 (46.4%, *P* = 0.001)	3 (10.7%, *P* = 0.47)	1 (33.3%, *P* = 1)
	CHG	Hypo in maize	158	36 (22.7%, *P* = 0.027)*	46 (29.1%, *P* = 0.001)*	10 (21.7%, *P* = 1)
		Hyper in maize	30	13 (43.3%, *P* = 0.001)*	5 (16.6%, *P* = 0.12)	1 (20%, *P* = 0.5)
Teosinte vs. Maize	CG	Hypo in maize	998	281 (28.1%, *P* = 0.001)*	396 (39.6%, *P* = 0.001)*	67 (16.9%, *P* = 2.4 × 10^−10^)*
		Hyper in maize	544	147 (27%, *P* = 0.001)*	259 (47.6%, *P* = 0.001)*	32 (12.3%, *P* = 4.2 × 10^−13^)*
	CHG	Hypo in maize	1,855	490 (26.4%, *P* = 0.001)*	594 (32%, *P* = 0.001)*	104 (17.5%, *P* = 3.3 × 10^−9^)*
		Hyper in maize	503	159 (3x1.6%, *P* = 0.001)*	124 (24.6%, *P* = 0.001)*	19 (15.3%, *P* = 1.1 × 10^−5^)*

^a^Hypo and hyper indicate hypomethylated and hypermethylated regions in a given population.

^b^Number of DMR overlapped with selective sweeps (Sweep DMR/total DMR). Statistical significance was determined using one-sided permutation test (*P < 0.05).

^c^Number of DMR involved in interactive loops (Interacting DMR/total DMR). Statistical significance was determined using one-sided permutation test (*P < 0.05).

^d^Number of interacting DMR overlapped with selective sweeps (Interacting DMRs in sweeps/total interacting DMR, *χ*^2^-test, *P < 0.05).

DNA methylation can have a number of functional consequences^15,48,49^ and thus we tested whether differences in methylation among populations were associated with selection at individual locus. To test this hypothesis, we used SNP data from each population to scan for genomic regions showing evidence of selection (see “Methods”). 

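Whole-genome sequencing (WGS) gave the SNPs of 20 teosinte and 17 landrace plants, and those of the modern maize lines came from published data. By the paper's sample table, the teosinte libraries held 361741308 to 475414569 read pairs and the landrace libraries 101861139 to 122856275, with reads of 100 bp in both. The authors mapped the reads to B73 AGPv4 with BWA-mem, removed duplicates with Picard and called SNPs with GATK. They then compared pairs of populations with XP-CLR, a composite likelihood that is high where allele frequencies along a stretch differ more than drift would give, in sliding windows with a fixed number of SNPs, merged neighbouring windows of high score and kept the outliers as selective sweeps. The authors' deposited table gives each sweep a position and an XP-CLR score per comparison, with no value for a single plant, so sweeps are described here without an error. Here the sweeps were joined to the DMRs by position, with an overlap of at least 1 bp. Starts of sweeps count from 1 and those of DMRs were taken to count from 0. DMRs in sweeps were compared with regions of the same lengths placed at random on the 10 chromosomes, in 1000 draws, one-sided for more overlap. The mappable regions from which the paper drew its random regions were not used here. The p-values were adjusted by Benjamini-Hochberg over 13 classes of DMRs.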

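The sweeps between teosinte and modern maize in the authors' deposited table numbered 1330 and covered 332 Mb, or 15.8% of the chromosomes. Their median length was 130 kb and the longest was 9.55 Mb. The 46 sweeps longer than 1 Mb made up 26.9% of the covered sequence. The comparisons share sweep sequence: 51.8% of the teosinte-maize sweep sequence was also in a teosinte-landrace sweep, 3.26-fold more than independent positions would give, and 40.6% was in a landrace-maize sweep, 2.63-fold more. These folds have no test, and the comparisons use the same teosinte or maize plants. The source data of Fig. 2 list a shorter set of 519 teosinte-maize sweeps that cover 23.8 Mb, of which 490 overlap a sweep of the deposited table.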

We detected a total of 1330 selective sweeps between modern maize and teosinte (Fig. 2 and Supplementary Data 3, see Supplementary Fig. 12 for results of teosinte vs. landrace and landrace vs. modern maize). Several classical domestication genes, e.g., *tb1*^50^, *ZAG2*^51^, *ZmSWEET4c*^52^, *RA1*^53^, and *BT2*^54^ were among these selective signals.

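The stretch that holds the tb1-DMR, a DMR upstream of tb1, was a sweep in 2 comparisons. Between teosinte and modern maize it ran on chromosome 1 from 270480001 to 270595000 (B73 AGPv4), with an XP-CLR of 67.2 in the authors' deposited table, rank 990 of the sweeps of that comparison. Between landraces and modern maize it ran from 270480001 to 270580000, with an XP-CLR of 79.5 in the authors' deposited table and rank 811. The highest XP-CLR between teosinte and modern maize in the authors' deposited table was 387, on chromosome 9 from 137480001 to 137805000, in a sweep that held 1 CG DMR. The next was 278 in the authors' deposited table, on chromosome 8 from 165540001 to 165940000. A teosinte-landrace sweep from 165540001 to 165960000, second in that comparison with an XP-CLR of 533 in the authors' deposited table, starts at the same base. The highest between teosinte and landraces was 659 in the authors' deposited table, on chromosome 9 from 49710001 to 51280000, and the highest between landraces and modern maize was 350 in the authors' deposited table, on chromosome 1 from 99790001 to 100355000. The scores are the authors' and have no error. Positions of ZAG2, ZmSWEET4c, RA1 and BT2 were not used here.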

**Fig. 2:**
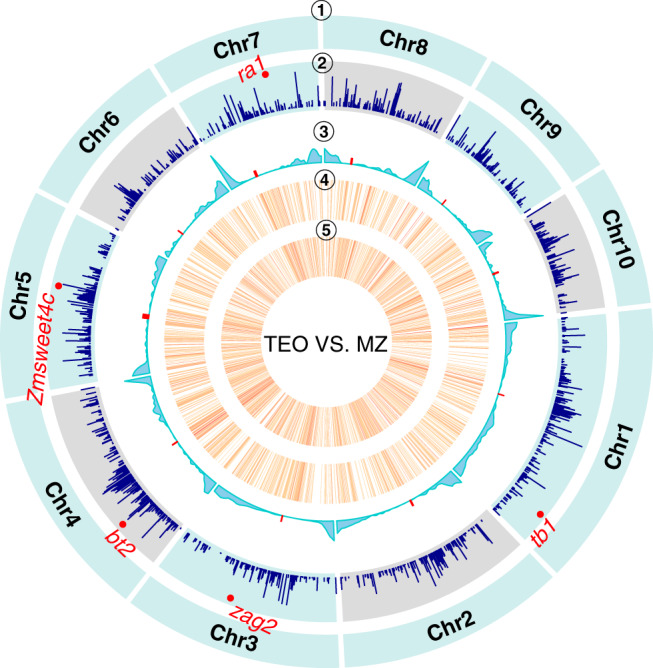
Selection on differentially methylated regions. Distributions of teosinte-maize selective sweeps, DMRs, and other genomic features across ten maize chromosomes. From outer to inner circles were as follows: ① chromosome names, ② selective sweeps detected between modern maize and teosinte, ③ the recombination rate and the density of DMRs (number per 1 Mb) between modern maize and teosinte in ④ CG and ⑤ CHG contexts. Red dots in circle 3 denote the centromeres. Source data are provided as a Source Data file.

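Teosinte-maize DMRs lay in selective sweeps more often than random regions did. Of the CG DMRs, 428 (27.7%, 95% exact interval 25.5 to 30.0%) overlapped a sweep, against a mean of 15.8% in random regions, or 1.75-fold. Of the CHG DMRs, 655 (27.6%, interval 25.8 to 29.5%) did, 1.74-fold. CG DMRs that had lost methylation in maize (281, 28.2%) and those that had gained it (147, 27.0%) lay in sweeps at similar rates, 1.79-fold and 1.71-fold over random. No random draw reached these counts (one-sided permutation test, p = 0.001, the smallest that 1000 draws can give, adjusted p = 0.0013 in each of these classes). The highest of the draws gave 289 CG and 429 CHG regions in sweeps. The rates of lost and gained DMRs were not told apart (two-sided Fisher's exact test, odds ratio 1.06, adjusted p = 0.677). Where random regions stayed within 5 Mb of each DMR, the CG fold was 1.29. With the shorter sweeps of the source data of Fig. 2, the DMRs higher in maize had a fold of 1.45 and did not pass the test, with only 9 of them in those sweeps. In simulated lists clustered like the CG DMRs but placed without regard to sweeps, the test passed the 0.05 threshold in 20% of 100 lists. The paper set these overlaps beside the question whether methylation differences among populations were associated with selection at individual loci, and calls the overlapping regions sweep DMRs.

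**Figure D2:**
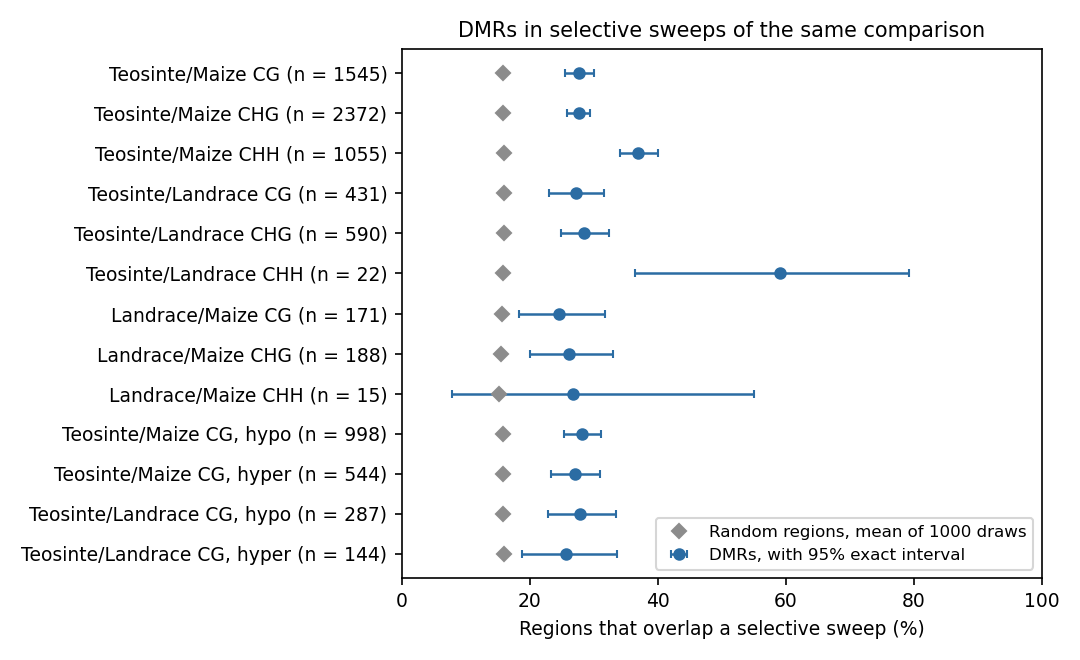
Percent of regions that overlap a selective sweep of their own comparison (horizontal axis) for each class of DMRs, with the 95% exact binomial interval (blue points and bars) and the mean of 1000 draws of random regions (grey diamonds). The interval lies above the random mean in each class except the 15 CHH DMRs between landraces and modern maize.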

We found that DMRs at CG and CHG sites were highly enriched in regions showing evidence of recent selection (Supplementary Fig. 13, *P*-value < 0.001), particularly in intergenic and TE regions (Supplementary Fig. 14a). DMRs overlapping with sweeps, both hypo- and hypermethylated in maize, exhibited significantly higher allele frequency differentiation between maize and teosinte (Supplementary Fig. 14b and see Table 1 for other comparisons). We then asked whether DMRs in sweep regions were in linkage disequilibrium (LD) with nearby SNPs (see “Methods”), as might be expected if most DMRs were the result of an underlying genetic change such as a TE insertion. Indeed, the rate of sweep DMRs in LD with local SNPs was significantly higher than expected by chance (Supplementary Data 4).

In addition, we detected 72 genes located in sweep DMRs (maize vs. teosinte under CG context) that were hypomethylated in maize, 24 (42/72 with expression data) of which showed significantly (Student’s paired *t*-test, *P*-value = 0.04) increased expression levels in maize compared to teosinte using published data^32^. 

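Genes with a CG DMR lower in maize were counted from the source data of Fig. 3b, which pair DMRs with gene models and 5 kb on each side. They pair 437 genes with 454 such DMRs, and 74 of these genes had a DMR that overlapped a teosinte-maize sweep. Random regions with the lengths of the CG DMRs lower in maize overlapped a sweep in 15.8% on average. The gene counts were not tested against that share. Over exons alone, 94 genes had a DMR lower in maize, and 21 of them had it in a sweep. At the exonic DMRs lower in maize, the median of the paper's population means was 0.751 in teosinte and 0.0836 in maize. The published expression data were not used here, so the counts carry no test.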

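Methylation gain in maize was found at 327 genes of the gene models and their 5-kb flanks, and 55 of them had the DMR in a teosinte-maize sweep. For CG DMRs higher in maize the random share was 15.8%, and these genes were not tested against it. With exons alone there were 135 genes, more than the number with an exonic loss, and 17 had the DMR in a sweep. That order turns at a difference of at least 0.6, where 34 exonic DMRs were lower in maize and 15 higher. The median population mean at these exonic DMRs was 0.163 in teosinte and 0.668 in maize (the paper's values). Expression was not analysed here.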

For the 56 genes located in sweep DMRs that were hypermethylated in maize, however, we failed to detect the significant expression differences between maize and teosinte.

### Hypomethylated regions in maize are associated with interacting loops

Further investigation indicated that teosinte-maize CG DMRs were significantly enriched in mappable genic and intergenic (i.e., nongenic excluding 5 kb upstream and downstream of genes and transposons) regions for both hyper- and hypomethylated regions in maize, but depleted from transposon regions (Fig. 3a). 

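The teosinte-maize CG DMRs higher in maize covered 220916 bp and those lower in maize 411841 bp. Over the full length of the chromosomes this is 0.0105% and 0.0196%. The mappable part of the genome was not used as the denominator here, and it is smaller than the chromosomes.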

We detected maize hyper- and hypomethylated DMRs in 0.01% and 0.02% of mappable regions across the genome. In particular, 0.07% and 0.05% of maize hyper-DMR (DMR hypermethylated in maize) and hypo-DMR (DMR hypomethylated in maize) were located within mappable exonic regions, which were much higher than expected by chance (permutation *P*-values = 0.001; Supplementary Fig. 15a). These CG DMRs could be mapped to *N* = 229 unique genes (Supplementary Data 5). 

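CG DMRs in exons had lost methylation in maize less often than those elsewhere, and over all differences most had gained it. Of 226 exonic DMRs with a known direction, 92 (40.7%) were lower in maize, against 906 of the other 1316 CG DMRs (68.8%). The largest losses were at Zm00001d021269 (chromosome 7, 147358396 to 147358678), where the population mean went from 0.915 in teosinte to 0.0119 in maize, and at Zm00001d045054 (chromosome 9, 11191629 to 11192274), where it went from 0.911 to 0.0138. The largest gains were at Zm00001d037968 (chromosome 6, 143834831 to 143834948), from 0.0155 to 0.864, and at Zm00001d017718 (chromosome 5, 205090056 to 205091249), from 0.0371 to 0.847. The shares differed by a two-sided Fisher's exact test (odds ratio 0.311, p = 1.49e-15), and the exonic share was the lower on 8 of the 10 chromosomes. The paper's list pairs 229 genes with 227 DMRs, all found among the deposited DMRs. Exonic DMRs also lay in teosinte-maize sweeps less often than the others, 38 (16.8%) against 390 (29.6%; odds ratio 0.480, p = 5.27e-05, the same test). The exonic share was near the mean of 15.8% in random regions with the lengths of all CG DMRs. The excess of CG DMRs in sweeps was thus hardly seen in exons, though the exonic share was not tested against random regions. Among DMRs with a difference of at least 0.6, most exonic DMRs were instead lower in maize, 34 of 49 (69.4%) against 416 of 528 others (78.8%), with an odds ratio of 0.610 and p = 0.148. The list pairs IDs with positions and not with gene names, and the population means are the paper's.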

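Along the gene model, loss and gain of methylation in maize fell in different places. The source data of Fig. 3b place teosinte-maize CG DMRs in 30 bins, of which bins 1 to 10 are upstream, 11 to 20 divide the gene from its 5′ to its 3′ end and 21 to 30 are downstream. The start of the gene (bin 11) held 48 DMRs, of which 9 were lower in maize (18.8%). Near the 3′ end, bins 19 and 20 held 50 and 47, and in bin 20 31 were lower in maize (66.0%). Upstream, the number peaked at 44 in bin 8, with 30 lower in maize. In bins 11 and 12 together 25.0% of 76 DMRs were lower in maize, against 61.0% in the other bins (two-sided Fisher's exact test, odds ratio 0.213, p = 2.89e-09). Of the DMRs in a gene body bin 39.9% were lower in maize, against 67.1% of those in flanking bins alone (odds ratio 0.326, p = 2.66e-13, the same test). At a difference of at least 0.6 the gene body majority turned to loss, with 35 of 59 (59.3%) lower in maize against 76.0% in flanking bins alone (odds ratio 0.461, p = 0.014). A DMR that spans several bins is placed by the source data, and the bins do not mark untranslated regions.

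**Figure D3:**
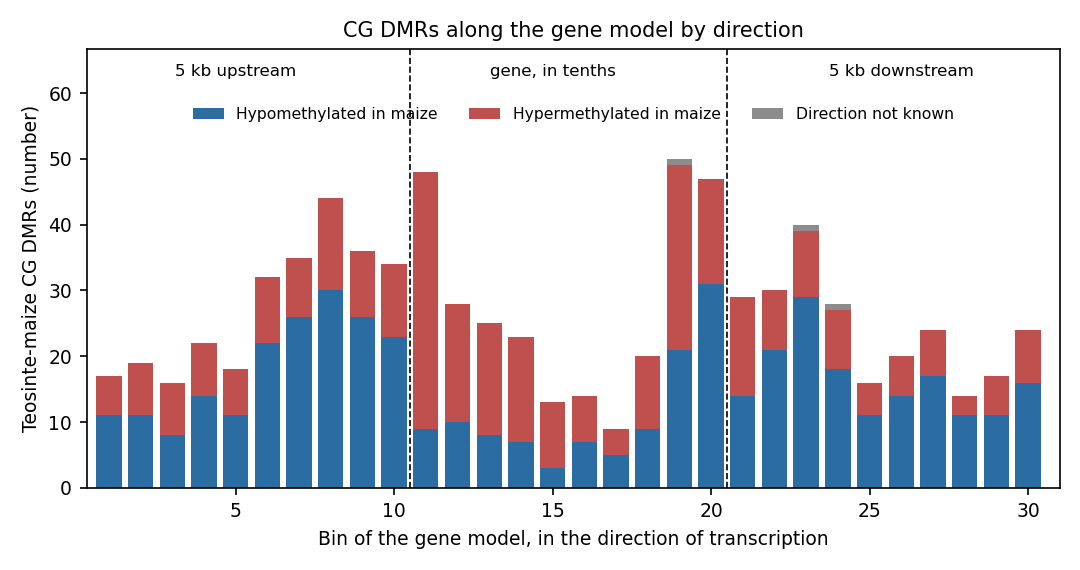
Number of teosinte-maize CG DMRs (vertical axis) in each bin of the gene model, read in the direction of transcription (horizontal axis, dashed lines at the gene's start and end). Blue is lower in maize, red is higher in maize and grey has no known direction. Red fills most of bin 11 (39 of 48) and blue most of bin 8 (30 of 44).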

After examining the mapping locations based on collapsed gene models, we found that DMRs were most abundant in 5′-untranslated regions (Fig. 3b), consistent with a pattern that was previously observed^55^. Using these DMR genes for a Gene Ontology (GO) analysis, we detected 15 molecular function terms that were significantly enriched (Supplementary Fig. 15b). The vast majority (14/15) of these significant terms were associated with “binding” activities, including protein, nucleoside, and ribonucleoside binding. Furthermore, we found that exonic DMRs were enriched at transcription factor-binding sites identified via DAP-seq^56^ (permutation *P*-value = 0.001).

**Fig. 3:**
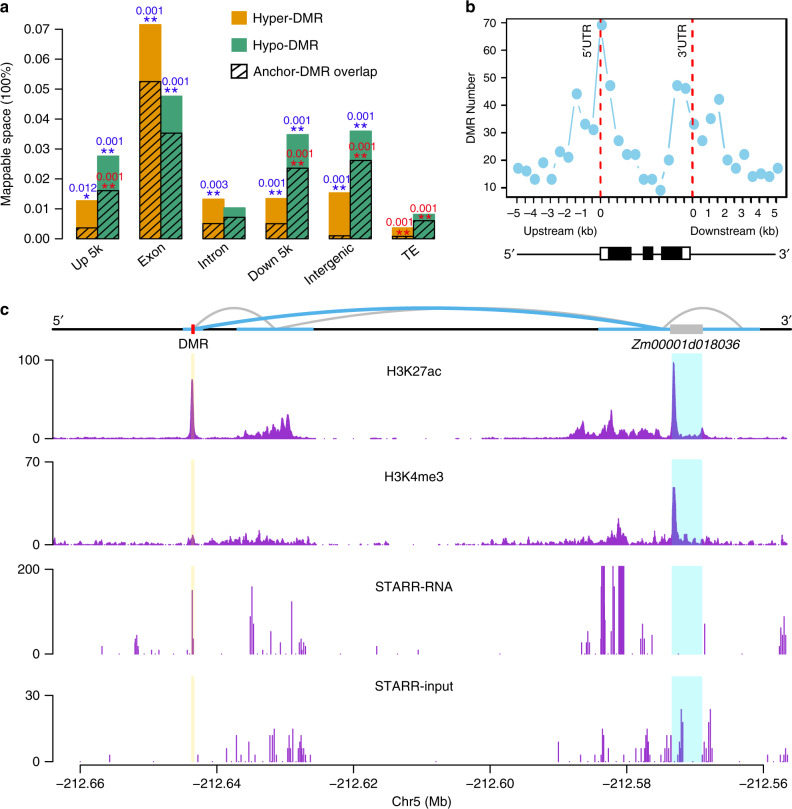
Teosinte-maize CG differentially methylated regions and their associated functional features. **a** Breakdown of hyper-DMRs (DMR hypermethylated in maize) and hypo-DMRs (DMR hypomethylated in maize) into genomic features and their overlaps with interactive anchors using data obtained from Li et al.^33^. Blue and red stars indicated DMRs that were significantly enriched at genomic features and interaction anchors (one-sided permutation test *P-value < 0.05, **P-value < 0.01). The numbers above the asterisks indicate the exact test *P*-values. **b** The distribution of the number of DMRs along the collapsed gene model. Below the figure shows a schematic gene model with three exons (black boxes). **c** Physical interactions (upper panel), colocalization with H3K27ac and H3K4me3 (middle panels), and STARR profiles (lower panels) around *Zm00001d018036* gene in B73. STARR-seq data obtained from ref. ^61^ showed the transcriptional output (STARR-RNA) and DNA input (STARR-input) around this region. Blue curly lines indicate the interactive contacts between DMR and the candidate gene and gray curly lines indicate other interactive contacts around the region. Horizontal thick blue lines denote the interactive anchors. Red and gray boxes indicate the DMR and gene model, respectively. Source data underlying **a**, **b** are provided as a Source Data file.

These findings suggested a potential role for DMRs affecting regulatory regions. To investigate this possibility, we made use of recent data using chromatin interaction analysis with paired-end tag (ChIA-PET) sequencing to profile genomic regions colocalized with H3K4me3 and H3K27ac to define the interactome in maize^33^. We found that interactive anchor sequences were significantly enriched in DMRs that are hypomethylated in maize, especially in regulatory regions, including upstream 5 kb, downstream 5 kb, and intergenic regions (Fig. 3a). We also found that DMRs located in transposable elements that were hypomethylated in maize more likely overlap with interactive anchors than expected by chance (permutation *P*-value = 0.001).

We hypothesized that these hypomethylated DMRs, especially intergenic DMRs overlapped with the regulatory regions, will alter the up- or downstream gene expression through physical interactions. To test this hypothesis, we mapped the interactive anchors harboring maize hypomethylated DMRs to their first, second, and third levels of contacts (Supplementary Fig. 16a). 

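The paper's list joins 42 intergenic CG DMRs to 60 genes through chromatin contacts, and 14 of these DMRs contact more than 1 gene. The 42 DMRs were all found among the deposited teosinte-maize CG DMRs. At these DMRs the median population mean was 0.778 in teosinte and 0.0784 in maize (the paper's values), and the smallest loss was 0.407. For 52 of the 63 pairs the contacted anchor lay on the chromosome of the DMR, at a median distance of 24.4 kb and a range of 3.34 to 29847 kb. For the other 11 pairs the list gives an anchor on another chromosome. Contacts and expression were not measured in the files used here, so only positions and methylation are given, without a test.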

Interestingly, among the 60 genes in direct contact with maize hypomethylated intergenic DMRs (Supplementary Data 6), 30 (43/60 with expression data) showed significantly (Student’s paired *t*-test, *P*-value = 0.03) increased expression levels in maize compared to teosinte using published data^32^. The results were not significant for 2nd and 3rd level contacts (Supplementary Fig. 16a). We found 5/60 genes (Enrichment test *P*-value = 7 × 10^−3^) were domestication candidate genes as reported previously^57–60^. Two of them were *Zm00001d018036* (a gene associated with cob length, *P*-value = 6 × 10^−25^) and *Zm00001d041948* (a gene associated with shank length, *P*-value = 5.6 × 10^−10^)^57^. 

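The DMR joined to Zm00001d018036 lies on chromosome 5 from 212643381 to 212643674 (B73 AGPv4, 293 bp). Its population mean was 0.644 in teosinte and 0.00849 in maize, and a CG DMR between teosinte and landraces overlapped it. The anchor of Zm00001d018036 is 54.4 kb away, and that of Zm00001d018038 5.79 kb. The DMR joined to Zm00001d041948 lies on chromosome 3 from 145163299 to 145163850 (551 bp), with 0.420 in teosinte and 0.0066 in maize. It had no CG DMR between teosinte and landraces, and its anchor is 175 kb away. The DMR of Zm00001d041948 was in a teosinte-maize sweep, from 144975001 to 145520000, while the nearest sweep to that of Zm00001d018036 began 61.3 kb away. The levels are the paper's population means and have no error.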

Further investigation of these two candidates using recently published chromatin data^61^ to detect enhancer activity^62^ identified H3K27ac peaks at both DMR loci (Fig. 3c and Supplementary Fig. 17a). Consistent with these enhancer signals, the expression levels of these two genes were significantly increased in maize relative to teosinte (Supplementary Fig. 16b and Supplementary Fig. 17b). Despite this functional evidence, however, interacting DMRs in selective sweeps were significantly less often than expected by chance (Table 1).

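For the intergenic DMRs lower in maize on the paper's interaction list, the sweep rate could not be told from that of other DMRs. Of the 42, 14 (33.3%, 95% exact interval 19.6 to 49.5%) overlapped a teosinte-maize sweep, against 267 (27.9%) of the other 956 CG DMRs lower in maize (two-sided Fisher's exact test, odds ratio 1.29, p = 0.484). They contact 17 genes of the list. Interacting DMRs of other kinds, which enter Table 1, were not separated here and fall among the other 956. The comparison is therefore not one of interacting with non-interacting DMRs, and the interval of the 42 is wide.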

### DMRs associated with flowering time variation

Analyses above found that high-frequency regions polymorphic for methylation in our samples accounted for 15% and 17% genetic variances for two flowering time traits, days to anthesis, and days to silk, respectively (Supplementary Fig. 10a). Upon closer inspection of our DMRs, we found a number of candidate flowering time genes located in sweep DMRs or interacting DMRs (Supplementary Data 7), including three genes found in both (i.e., *Zm00001d029946*, *Zm00001d015884*, and *Zm00001d025979*). 

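The 10 flowering time DMRs of Supplementary Data 7 had all gained methylation in maize. The gains ran from 0.435 at Zm00001d025979 to 0.575 at Zm00001d007108 (population means, the paper's). At Zm00001d029946 (chromosome 1, 95965622 to 95966550) the level was 0.336 in teosinte and 0.830 in maize. At Zm00001d015884 (chromosome 5, 128733514 to 128733682) it was 0.0662 and 0.619, and at Zm00001d025979 (chromosome 10, 135130116 to 135130431) it was 0.271 and 0.706. The 4 DMRs that the paper lists as sweep DMRs overlapped a deposited teosinte-maize sweep, and 3 of the 9 it lists as interacting did. Of these 4, the DMRs of Zm00001d015884 and Zm00001d050565 also lay in the sweeps of both other comparisons, and that of Zm00001d029946 in a teosinte-landrace sweep. The paper chose this list on the DMRs themselves, so its direction was not tested.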

We also examined several known genes in the flowering time pathway^63^ and detected six DMRs located near four additional flowering time related genes (Supplementary Fig. 18) (Enrichment test *P*-value = 0.001). One DMR was located 40 kb upstream of *ZmRAP2.7*, a well-characterized flowering time gene, and 20 kb downstream of the *vgt1* locus, which was hypomethylated in modern maize and landrace but was hypermethylated in teosinte (Fig. 4a). 

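The vgt1-DMR lies on chromosome 8 from 135969172 to 135969381 (B73 AGPv4, 209 bp). Its population mean in CG was 0.944 in teosinte and 0.0238 in maize (the paper's values), a loss of 0.920 that ranks 5 among the 1542 teosinte-maize CG DMRs. A CHG DMR of the same comparison overlapped it, so both contexts differ there. No DMR between teosinte and landraces or between landraces and modern maize overlapped it in any context. The interaction list joins it through an H3K27ac anchor 19.6 kb away (135937964 to 135949533) to Zm00001d010986. The levels of single plants behind Fig. 4a were not used here, so no spread is given.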

A MITE transposon insertion in the *vgt1* locus is considered as the causal variant for the down regulation of *ZmRAP2.7*, which encodes a transcription factor in the flowering time pathway^64^. We did not detect *vgt1* as a selective sweep because it is not considered a domestication or improvement candidate and our maize lines include both tropical and temperate lines^65^. 

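No deposited sweep overlapped the vgt1-DMR. The nearest teosinte-maize sweep ran on chromosome 8 from 137295001 to 137430000, 1326 kb away, and the nearest teosinte-landrace sweep from 137290001 to 137430000, 1321 kb away. A landrace-maize sweep from 135540001 to 135625000 was closer, at 344 kb. The distances are between region ends and have no test.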

We further examined LD in this regions and detected strong signals between the *vgt1*-DMR and local SNPs, suggesting that the *vgt1*-DMR is not a pure epiallele. Reanalysis of published ChIP data^33^ revealed that the DMR colocalized with a H3K27ac peak and there is a physical interaction between the DMR and the *vgt1* locus in maize^33^ (Fig. 4b). In addition, we reanalyzed the maize and sorghum sequence data at the *vgt1* locus and found two conserved non-coding sequences located 1 kb downstream of the *vgt1*-DMR (Supplementary Fig. 19). To examine the interaction status in teosinte, we then generated HiChIP data for a teosinte sample using the same tissue and antibodies (see “Methods”). Although our teosinte HiChIP data identified similar peaks of H3K27ac and H3K4me3 near the region, we failed to detect a physical interaction between the *vgt1*-DMR and *vgt1* itself in teosinte (Fig. 4b), suggesting that methylation at this locus might play a functional role in affecting physical interaction.

**Fig. 4:**
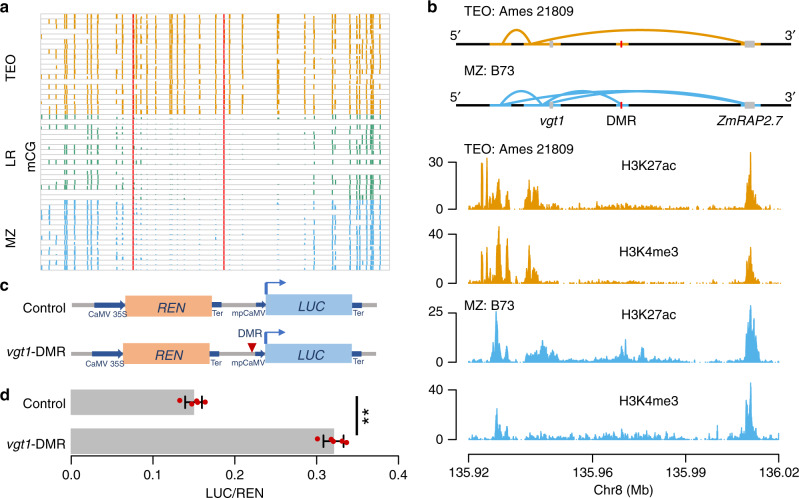
Functional analysis of *vgt1*-DMR. **a** Levels of CG methylation around *vgt1*-DMR in maize (MZ), landrace (LR), and teosinte (TEO) populations. Vertical red lines indicate the boundaries of the *vgt1*-DMR. **b** The interactive contacts (upper panel) and colocalization with H3K27ac and H3K4me3 (lower panel) around *vgt1*-DMR in a maize (B73) and a teosinte (Ames 21809) samples. **c** The vectors constructed for functional validation of the *vgt1*-DMR using the dual-luciferase transient expression assay in maize protoplasts. **d** The expression ratios of LUC/REN using five biological replicates. Error bars indicated SDs. Statistical significance was determined by a two-sided *t*-test (**P-value = 3.6 × 10^−8^). Source data underlying **a**, **d** are provided as a Source Data file.

To further validate the potential enhancer activity of the 209 bp *vgt1*-DMR, we incorporated the *vgt1*-DMR sequence amplified from B73 into a vector constructed as shown in (Fig. 4c) and performed a dual-luciferase (LUC) transient expression assay in maize protoplasts (see “Methods”). The results of the transient expression assay revealed that the maize cells harboring the DMR exhibited a significantly higher LUC and REN ratio than control (fold change = 2.2, *P*-value = 2.4 × 10^−8^, Fig. 4d), revealing that the DMR might act as an enhancer to activate *LUC* expression.

### A segregating *tb1*-DMR acts like a *cis*-acting element

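The 10 teosinte-maize CG DMRs with the largest differences included 9 that were lower in maize, and 5 of the 10 overlapped a sweep. The largest was on chromosome 9 from 17292559 to 17292759, where the population mean fell from 0.943 in teosinte to 0.0077 in maize (the paper's values). The single gain among them was on chromosome 7 from 123023227 to 123023314, from 0.00555 to 0.925. The DMR upstream of tb1 ranked 173 by difference and 271 by the paper's q-value, 5e-53, among 1542.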

One of the most significant teosinte-maize CG DMRs was located 40 kb upstream of the *tb1* gene, which encodes a transcription factor acting as a repressor of axillary branching (aka tillering) phenotype^50^. This 534 bp *tb1*-DMR was hypomethylated in modern maize, hypermethylated in teosinte, and segregating in landraces (Fig. 5a). 

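The tb1-DMR lies on chromosome 1 from 270512522 to 270513056 (B73 AGPv4). It was identified as the single teosinte-maize CG DMR lower in maize with the 534 bp that the paper states. Its population mean in CG was 0.856 in teosinte and 0.0588 in modern maize, the paper's values. A CHG DMR between teosinte and modern maize (270512590 to 270513043) and a CHG DMR between teosinte and landraces (270512714 to 270513043) lay within it. It had no CG DMR between teosinte and landraces and none between landraces and modern maize. The DMR lay inside the teosinte-maize and landrace-maize sweeps at tb1, while the nearest teosinte-landrace sweep (270225001 to 270385000) ended 128 kb before it. The values are population means, so segregation among landrace plants is not seen in them.

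**Figure D4:**
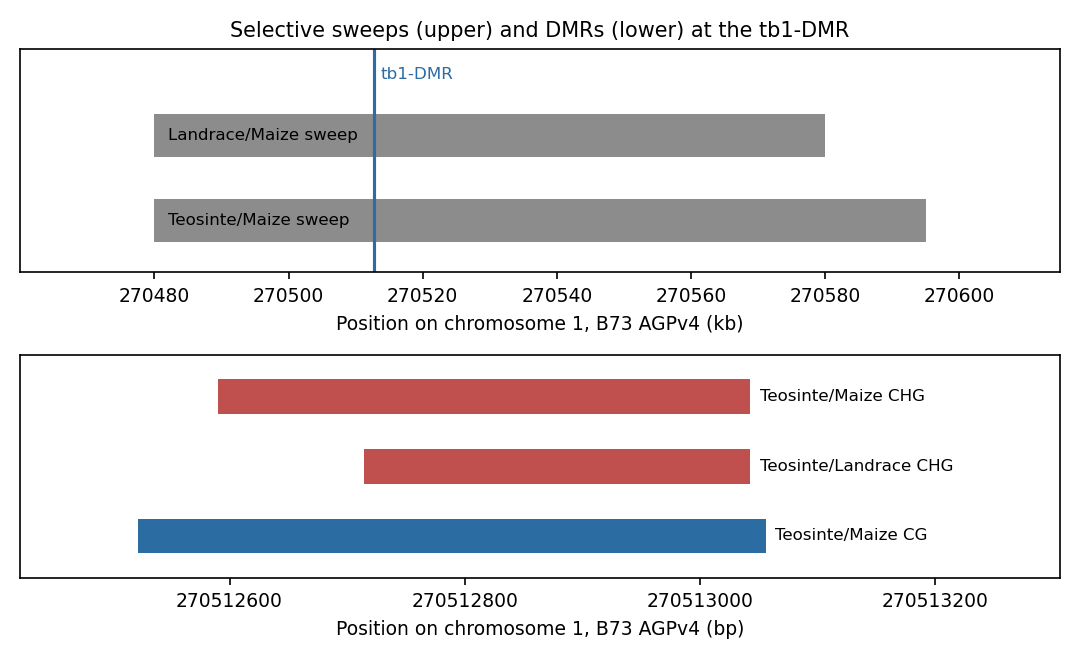
Selective sweeps that hold the tb1-DMR (upper panel, positions in kb) and the DMRs at that place by comparison and context (lower panel, positions in bp, blue for CG and red for CHG) on chromosome 1. Both CHG DMRs end at 270513043, inside the CG DMR that runs from 270512522 to 270513056.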

Chop-PCR (DNA methylation-sensitive restriction endonuclease digestion followed by PCR) analysis using a modern maize (inbred line W22) and a teosinte accession (PI 8759) suggested that DNA methylation presents in both leaf and immature ear tissues in teosinte, but is absent in W22 (Supplementary Fig. 20). The physical location of the *tb1*-DMR was overlapped with the MNase hypersensitive site^66^ and a H3K9ac peak^67^. Phenotypic analysis of our 17 landraces indicated that the DMR was associated with the tillering (Fisher’s exact test *P*-value = 0.04), consistent with previous observations that the hypermethylated (teosinte-like) genotypes were likely to grow tillers^50^.

**Fig. 5:**
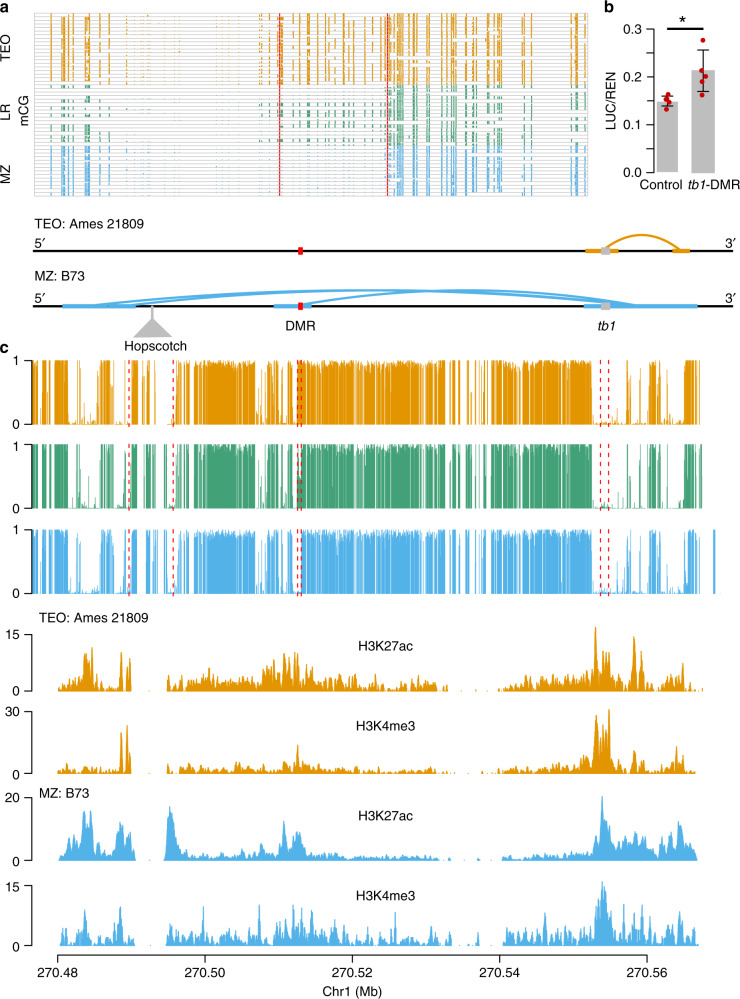
A hypomethylated differentially methylated region that is upstream of *tb1* gene. **a** Levels of mCG for the 534-bp *tb1*-DMR in each individual methylome of the modern maize (MZ), landrace (LR), and teosinte (TEO) populations. Vertical red lines indicate the boundaries of the *tb1*-DMR. **b** Interactive contacts (upper panel), average CG methylation levels (middle panel), and colocalization of the *tb1*-DMR with H3K27ac and H3K4me3 (lower panel). Horizontal thick lines denote the interactive anchors and solid curly lines on top of the annotations denote the interactive contacts in teosinte and maize. **c** Functional validation result of *tb1*-DMR using dual-luciferase transient expression assay in maize protoplasts. *N* = 5 biological replicates were performed. Error bars indicated SDs. Statistical significance was determined by a two-sided *t*-test (*P-value = 3.4 × 10^−2^). Source data underlying **a**, **c** are provided as a Source Data file.

The causal variation for this locus was previously mapped to a *Hopscotch* TE insertion 60 kb upstream (Fig. 5b) of the *tb1* gene. The TE was considered as an enhancer, as shown in a transient in vivo assay^50^. Interactome data support this claim, finding physical contact between *Hopscotch* and the *tb1* gene (Fig. 5b)^33^. Direct physical contact between the *tb1*-DMR and the *tb1* gene itself in maize line B73 was also detected using ChIA-PET data^33^, but this interaction was missing in teosinte based on our HiChIP data (Fig. 5b). By employing the circular chromosome conformation capture followed by sequencing (4C-seq) method^68^, we further confirmed the absence of interaction between the *tb1*-DMR and the *tb1* gene using landrace samples showed hypermethylation at the *tb1*-DMR locus (Supplementary Fig. 21). The colocalization of *tb1*-DMR with chromatin activation marks in the region also suggested the *tb1*-DMR might act as a *cis*-acting regulatory element (Fig. 5b). In addition, we conducted a dual-LUC transient assay by constructing a vector similar to the *vgt1*-DMR (Fig. 4e). The results indicated that the *tb1*-DMR significantly increased the LUC/REN ratio as compared to control (Fig. 5c), suggesting that the *tb1*-DMR was potentially act as a *cis*-acting element to enhance downstream gene expression.

To understand the correlation among these genomic components, i.e., the *tb1*-DMR, the TE insertion, and the *tb1* gene, we conducted LD analysis using landrace genomic and methylation data segregating at this *tb1*-DMR locus (see “Methods”). As a result, we failed to detect strong LD (i.e., *R*^2^ > 0.1) between the *tb1*-DMR and SNPs located at the *Hopscotch* locus (Supplementary Fig. 22), indicating the *tb1*-DMR might be independent from the *Hopscotch* locus. Reanalysis of published *tb1* mapping data^50^ confirmed a significant QTL signal around the *Hopscotch* TE (Supplementary Fig. 23a) and a two-dimensional QTL scan detected epistasis between *Hopscotch* and the *tb1*-DMR (Supplementary Fig. 23b). Further, we found that highly methylated landraces were geographically closer to the Balsas River Valley in Mexico, where maize was originally domesticated from (Supplementary Fig. 24a). As the landraces spread out from the domestication center, their CG methylation levels were gradually reduced (Supplementary Fig. 24b).

## Discussion

In this study, we employed population genetics and statistical genomics approaches to infer the rates of epimutation and selection pressure on DNA methylation, and the extent to which SNPs located within DMRs contributed to phenotypic variation. Our results revealed that the forward epimutation rate was about ten times larger than the backward epimutation rate. These estimates from 100 bp tiles are lower than epimutation rates estimated at nucleotides in *Arabidopsis* from epimutation accumulation experiments^69^. Even so, our estimated epimutation rates are more than an order of magnitude higher than the per-nucleotide mutation rate in maize^70^.

Although population methylome modeling suggested that genome-wide DNA methylation was not under strong selection, we nonetheless show that regions harboring polymorphic methylation contribute to functionally relevant phenotypic variation. To prioritize loci likely exhibiting evolutionarily relevant methylation variation, we identified individual DMRs. These DMRs were enriched in likely functional sequence, including regulatory regions near genes, putative enhancers, and intergenic regions showing evidence of chromatin interactions. We further identified several dozen genes that are differentially expressed between maize and teosinte, for which exonic regions directly interact with maize hypo-DMRs. We also found a strong enrichment of DMRs in regions targeted by recent positive selection. Patterns of LD between DMRs and nearby SNPs make it difficult to assign causality, i.e., the DMRs associated with the flowering time traits may not be the causal variants, but are consistent with the idea that many DMRs are the result of genetic changes, consistent with previous studies^7,20^. Taken together, these results suggest that methylation might modulate physical interactions and hence likely affect gene expression. This idea fits well with previous results from a genome-wide association study that 80% of the explained variation could be attributable to trait-associated variants located in regulatory regions^71^. In total, our DMR results provide a list of candidate genes to be further tested, especially those found in selective sweeps and interacting regions. To tease apart real DMR–phenotype associations from false, future efforts should focus on genotyping the methylation status of such loci across mapping populations while modeling SNP and DMR associations with phenotypes jointly.

In addition to our genome-wide approaches that identify a large number of population-wide DMRs, we also conducted functional validation at two well-studied candidate loci *vgt1* and *tb1*. In both cases, our evidence showed that methylation affects physical interactions between the gene and intergenic regulatory regions. In particular, the maize alleles having low methylation levels exhibit interactive loops and increased expression of the downstream gene compared to highly methylated alleles in teosinte.

Collectively, our results suggest a meaningful functional role for methylation variation in maize. Genome-wide variation in methylation shows signs of weak natural selection and regions exhibiting variation explain considerable phenotypic variation. We also identify a large number of DMRs, many of which overlap with signals of selection during maize domestication and improvement, as well as regions of the genome important for chromatin interaction. These results suggest that further investigation of the role of methylation in affecting genome-wide patterns of chromatin interaction and gene regulation is warranted, and that naturally occurring DMRs may provide a useful source of regulatory variation for crop improvement.

## Methods

### Plant materials and DNA sequencing

We obtained a set of geographically widespread open pollinated landraces across Mexico (*N* = 17) from Germplasm Resources Information Network (Supplementary Data 1). The teosinte (*Z. mays* ssp. *parviglumis*; *N* = 20) were collected near Palmar Chico, Mexico^30^. We harvested the third leaf of the teosintes and Mexican landraces at the third leaf stage for DNA extraction using a modified CTAB procedure^72^. The extracted DNA was then sent out for whole-genome sequencing (WGS) and WGBS using Illumina HiSeq platform. In addition, we obtained WGBS data for 14 modern maize inbred lines^6^ and WGS data for the same 14 lines from the maize HapMap3 project^31^.

### Sequencing data analysis

The average coverage for the WGS of the 20 teosintes and 17 landraces lines was about 20×. 

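The mean WGS depth in the paper's sample table was 35.5× ± 3.32 (SD, n = 20) in teosinte and 10.4× ± 0.531 (SD, n = 17) in landraces, and 24.0× over the 37 plants. The shallowest teosinte library (31.5×) was above the deepest landrace library (10.7×; two-sided permutation test of the means, p = 1e-05, the smallest that 100000 resamples can give). These are depths as sequenced, before mapping and the removal of duplicates.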

For these WGS data, we first mapped the cleaned reads to the B73 reference genome (AGPv4)^73^ using BWA-mem^74^ with default parameters, and kept only uniquely mapped reads. Then we removed the duplicated reads using Picard tools^75^. We conducted SNP calling using Genome Analysis Toolkit’s (GATK, version 4.1) HaplotypeCaller^76^, in which the following parameters were applied QD < 2.0, FS > 60.0, MQ < 40.0, MQRankSum < −12.5, and ReadPosRankSum < −8.0.

To improve the WGBS mapping rate and decrease the mapping bias, we replaced the B73 reference genome with filtered SNP variants using an in-house developed software—pseudoRef (https://github.com/yangjl/pseudoRef). Subsequently, we mapped reads to each corrected pseudo-reference genome using Bowtie2^77^ and kept only unique mapped reads. After filtering the duplicated reads, we extracted methylated cytosines using the Bismark methylation extractor and only retained sites with more than three mapped reads. The methylation level of each base pair was determined by using the number of reads supporting cytosine methylation divided by the total number of reads at each cytosine site^78^.

### Population epigenetics modeling

Spontaneous epimutation changes (i.e., gain or loss of cytosine methylation) exhibit higher rate than genomic mutation^21,69^. The standard population genetic methods designed for SNPs are thus inappropriate for population epigenetic studies. Here, we applied the analytical framework for hypermutable polymorphisms developed by Charlesworth and Jain^23^. Under this framework, the probability density of the methylated alleles was modeled as

1 $$\phi \left( q \right) = Ce^{\gamma q}\left( {1 - q} \right)^{\alpha - 1}q^{\beta - 1}$$

where *α* = 4*Neμ*, *β* = 4*Nev*, and *γ* = 4*Nes*. *N*_e_ is the effective population size, *q* the frequency of the hypermethylation alleles, *µ* the forward epimutation rate (methylation gain), *ν* the backward epimutation rate (methylation loss), and *s* the selection coefficient. The constant *C* is required so that $${\int}_0^1 {\phi \left( q \right)dq = 1}$$.

We defined a 100 bp tile as a DNA methylation locus. To define the methylation status, we assumed that the methylation levels in a heterozygote individual falling into three mixture distributions (unmethylated, methylated, and heterozygote distributions). We employed an R add-on package “mixtools” and fitted the “normalmixEM” procedure to estimate model parameters^38^. Based on the converged results of the iterative expectation maximization algorithm (using the “normalmixEM” function), we decided to use 0.7 and 0.3 thresholds for heterozygote individuals (i.e., average methylation value >0.7 for a 100 bp tile was determined as a methylated call and coded as 2; <0.3 was determined as an unmethylated call and coded as 0; otherwise coded as 1). We also tested different cutoffs and found that the final methylation site frequency spectrum (mSFS) was insensitive to the cutoffs used. Similarly, we assumed two mixture distributions for inbred lines and used cutoff = 0.5 to determine methylated (coded as 1) and unmethylated (coded as 0) calls. With these cutoffs, we then constructed mSFS on genome-wide methylation loci. We also constructed interspecific (i.e., across maize, landrace, and teosinte populations) and intraspecific (i.e., within maize, landrace, and teosinte populations) mSFS.

To estimate three critical population epigenetic parameters (*µ*, *ν*, and *s*) from observed mSFS, we implemented a MCMC method (http://rpubs.com/rossibarra/mcmcbc). In the analyses, we selected a set of *N*_e_ = 50,000, 100,000, 500,000, and 1,000,000^39,40,79,80^. To test the prior values on the posterior distributions, we sampled *µ*, *ν*, and *s* from exponential proposal distributions with different prior values of 10^2^, 10^4^, 10^5^, 10^8^, and 10^10^ (Supplementary Fig. 8a) and lambda values of the scaled proposal distribution of 0.01, 0.05, and 0.1 (Supplementary Fig. 8b). We ran the model using a chain length of *N* = 1,000,000 iterations with the first 20% as burnin.

### Genome scanning to detect selective signals

We called SNPs using our WGS data and performed genome scanning for selective signals using XP-CLR method^81^. In the XP-CLR analysis, we used a 50 kb sliding window and a 5 kb step size. To ensure comparability of the composite likelihood score in each window, we fixed the number assayed in each window to 200 SNPs. We evaluated evidence for selections across the genome in three contrasts teosinte vs landrace, landrace vs. modern maize, and teosinte vs. modern maize. We merged nearby windows falling into the 10% tails into the same window. After window merging, we considered the 0.5% outliers as the targets of selection.

We calculated *F*_ST_ using WGS data using VCFtools^82^. In the analysis, we used a 50 kb sliding window and a 5 kb step size.

### DMRs detection and GO term analysis

We used a software package’metilene’ for DMR detection between two populations^44^. To call a DMR, we required it contained at least eight cytosine sites with <300 bp in distance between two adjacent cytosine sites, and the average of methylation differences between two populations should be >0.4 for CG and CHG sites. Finally, we required a corrected *P*-value < 0.01 as the cutoff.

We conducted GO term analysis on selected gene lists using AgriGO2.0 with default parameters^83^. We used the significance cutoff at *P*-value < 0.01.

### LD analysis between DMR and local SNPs

To test the relationship between DMRs and selective sweeps, we conducted LD analysis using SNPs located 1 kb upstream and downstream of each DMR. A DMR was determined as in LD if there are at least three SNPs displayed significant correlations with this DMR (one-sided permutation *P*-value < 0.01).

### HiChIP sequencing library construction

We constructed the teosinte HiChIP library according to the protocol developed by Mumbach et al.^84^ with some modifications. The samples we used were two weeks aerial tissues collected from a teosinte accession (Ames 21809) that were planted in the growth chamber under the long-day condition (15 h day time and 9 h night time) at the temperature (25 °C at day time and 20 °C at night time). After tissue collection, we immediately cross-linked it in a 1.5 mM EGS solution (Thermo, 21565) for 20 min in a vacuum, followed by 10 min vacuum infiltration using 1% formaldehyde (Merck, F8775-500ML). To quench the EGS and formaldehyde, we added a final concentration of 150 mM glycine (Merck, V900144) and infiltrated by vacuum for 5 min. Then, cross-linked samples were washed five times in double-distilled water and flash-frozen in liquid nitrogen.

To isolate the nuclear from cross-linked tissues, we first removed chloroplast and other cell debris, resuspended it in 0.5% SDS, used 10% Triton X-100 to quench it, and then performed digestion, incorporation, and proximity ligation reactions^33^. We used two antibodies H3K4me3 (Abcam, ab8580) and H3K27ac (Abcam, ab4729) to pull down the DNA. Then, we purified DNA with the MinElute PCR Purification Kit (QIAGEN, catalog number 28006) and measured the DNA concentration using Qubit. To fragment and capture interactive loops, we used the Tn5 transposase kit (Vazyme, TD501) to construct the library. We then sent the qualified DNA libraries for sequencing using the Illumina platform.

### Chromatin immunoprecipitation sequencing and HiChIP data analysis

We obtained chromatin immunoprecipitation sequencing data from the B73 shoot tissue^33^ and then aligned the raw reads to B73 reference genome (AGPv4) using Bowtie2^85^. After alignment, we removed the duplicated reads and kept only the uniquely mapped reads. By using the uniquely mapped reads, we calculated read coverages using deepTools^86^.

For the teosinte HiChIP sequencing data, we first aligned the raw reads to the B73 reference genome (AGPv4) using HiC-Pro^87^, and then processed the valid read pairs to call interactive loops using hichipper pipeline^88^ with a 5 kb bin size. After the analysis, we filtered out the non-valid loops with genomic distance <5 kb or >2 Mb. By using the mango pipeline^89^, we determined the remaining loops with three read pairs supports and the false discovery rate <0.01 as the significant interactive loops.

### 4C-seq library construction and data analysis

To validate the physical interaction between *tb1*-DMR and *tb1* gene, we performed 4C-seq experiments using landrace samples. We constructed the 4C-seq libraries using restriction enzymes of *Nla*III and *Dpn*II. The primer sequences for the *tb1* bait region were 5′-CGAAGTCTCTGAGTATGATC-3′ (forward) and 5′-GGGTTCAAAGCACCAACAGT-3′ (reverse). After sequencing, we aligned the reads to the B73 reference genome and then processed the uniquely mapped reads using 4C-ker program^90^.

### Kinship matrices and variance components analysis

We estimated the variance components explained by SNP sets residing in DMRs using the maize nested association mapping (NAM) population^91,92^. We downloaded the phenotypic data (/iplant/home/glaubitz/RareAlleles/genomeAnnos/VCAP/phenotypes/NAM/familyCorrected), consisting of Best Linear Unbiased Predictors for different traits^42^, and imputed genotypic data (/iplant/home/glaubitz/RareAlleles/genomeAnnos/VCAP/genotypes/NAM/namrils_projected_hmp31_MAF02mnCnt2500.hmp.txt.gz)^31^ from CyVerse database as described in Panzea (www.panzea.org).

In the analysis, we mapped SNPs to the invariable hypermethylated, invariable hypomethylated, rarely methylated, rarely unmethylated, and high-frequency variable methylated regions. For each SNP set, we calculated an additive kinship matrix using the variance component annotation pipeline implemented in TASSEL5^93^. We then fed these kinship matrices along with the NAM phenotypic data to estimate the variance components explained by SNP sets using a residual maximum likelihood method implemented in LDAK^43^.

### Dual-LUC transient expression assay in maize protoplasts

To investigate the effect of DMRs on gene expression, we performed a dual-LUC transient expression assay in maize protoplasts. We used the pGreen II 0800-LUC vector^94^ for the transient expression assay with minor modification, where a minimal promoter from cauliflower mosaic virus (mpCaMV) was inserted into the upstream of *LUC* to drive *LUC* gene transcription. In the construct, we employed the *Renillia luciferase* (*REN*) gene under the control of 35S promoter from cauliflower mosaic virus (CaMV) as an internal control to evaluate the efficiency of maize protoplasts transformation. We amplified the selected DMR sequences after B73 and then inserted them into the control vector at the restriction sites *Kpn*I/*Xho*I upstream of the mpCaMV, generating the reporter constructs.

We planted B73 in the growth chamber and kept the plants in the darkness at the temperature of about 20 °C (night) and 25 °C (day) to generate etiolated plants. Protoplasts were isolated from the 14-day-old leaves of B73 etiolated seedlings following the protocol^95^. Subsequently, we transformed 15 μg plasmids into the 100 ul isolated protoplasts using polyethylene glycol (PEG) mediated transformation method^95^. After 16 h infiltration, we measured the LUC and REN activities using dual-LUC reporter assay reagents (Promega, USA) and a GloMax 20/20 luminometer (Promega, USA). Finally, we calculated the ratios of LUC to REN. For each experiment, we included five biological replications.

### Experimental validation of the *tb1*-DMR

We performed Chop-PCR to validate DNA methylation at *tb1*-DMR locus in different tissues of modern maize inbred line W22 and teosinte 8759. We collected the leaf tissue at the third leaf stage and immature ears of ≈5 cm in length. To evaluate the methylation level of *tb1*-DMR locus, we treated 1 µg purified genomic DNA using the EpiJET^TM^ DNA Methylation Analysis Kit (*Msp*I/*Hpa*II) (Thermo Scientific, K1441) following manufacturer’s instructions. The primer sequences for PCR were 5′-ACACGCACGAAGGGTTACAG-3′ (forward) and 5′-CAGTGCTCCCTGGGTCAAA-3′ (reverse).

### Statistical analyses

We performed all the statistical analyses using R software (V3.6.2, https://www.r-project.org/).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

## Data Availability

Data supporting the finding*s* of this work are available within the paper and its Supplementary Information files. A reporting summary for this article is available as a Supplementary Information file. The datasets and plant materials generated and analyzed during the current study are available from the corresponding author upon request. All datasets generated in this study have been uploaded to the Gene Expression Omnibus database and can be retrieved through accession number GSE145586. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The code used for the analyses are available at GitHub [https://github.com/jyanglab/msfs_teo].

# Supplementary material for: Evolutionary and functional genomics of DNA methylation in maize domestication and improvement
**Source:** Nat Commun. 2020 Nov 2;11:5539. doi: 10.1038/s41467-020-19333-4
**Supplement:** Supplementary file 1 — Supplementary Information

**Evolutionary and functional genomics of DNA methylation in maize
domestication and improvement**

Xu et al.

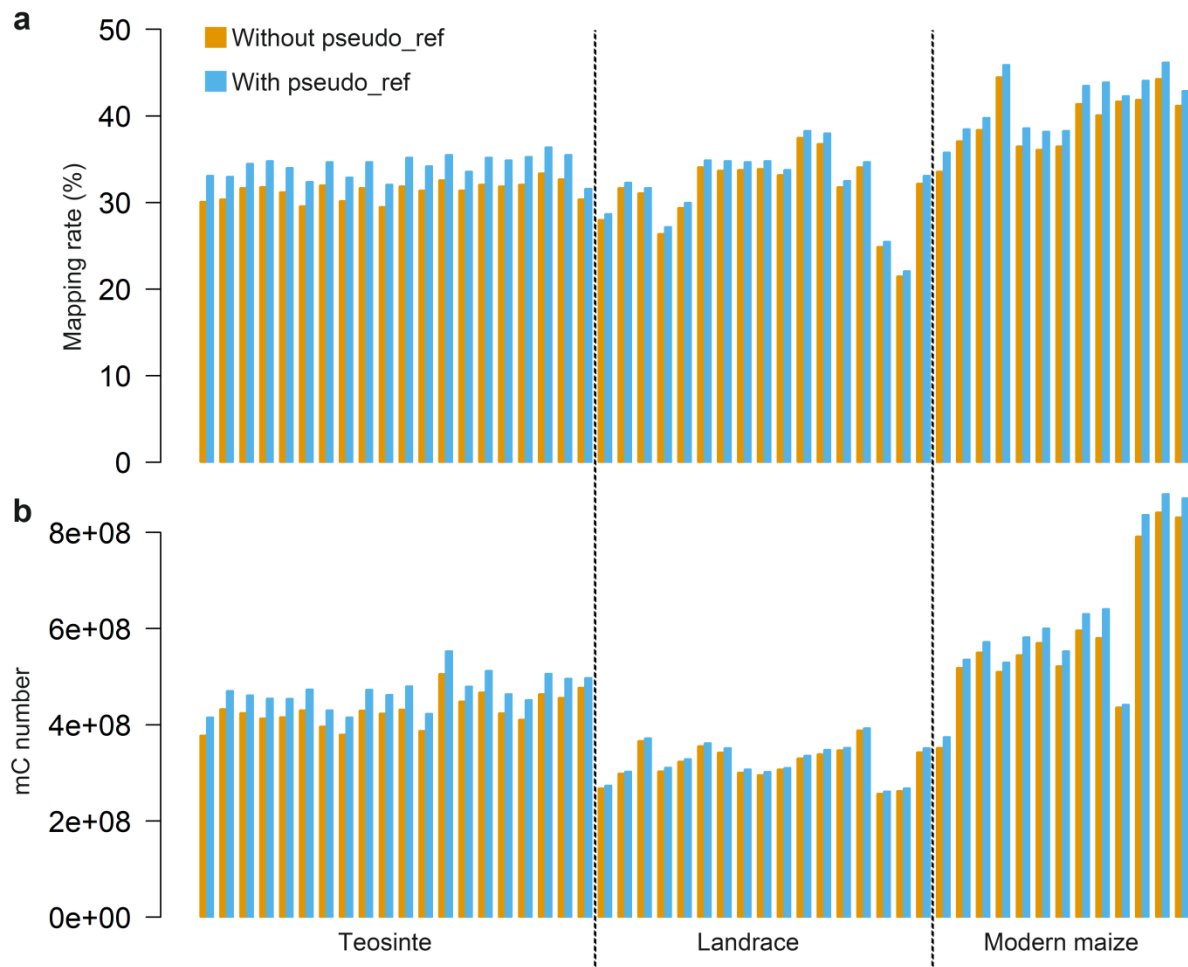

Supplementary Fig. 1. Comparison of mapping rates and number of methylated cytosine sites. The mapping rates (**a**) and the number of methylated cytosine (mC) sites (**b**) with and without using pseudo reference genome in different populations. B73 reference genome (AGPv4) was used in the analyses. Source data are provides as a Source Data file.

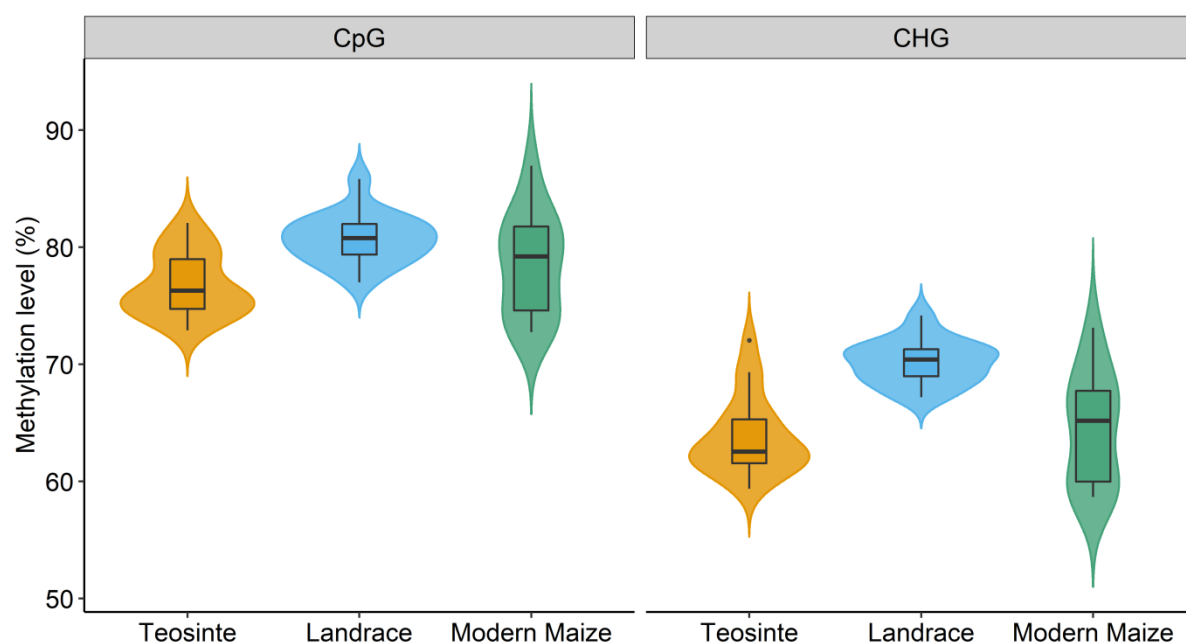

Supplementary Fig. 2. Distributions of levels of DNA methylation in teosinte, landrace, and modern maize populations. Left panel denotes results for CG sites and right panel denotes results for CHG sites. Source data are provides as a Source Data file.

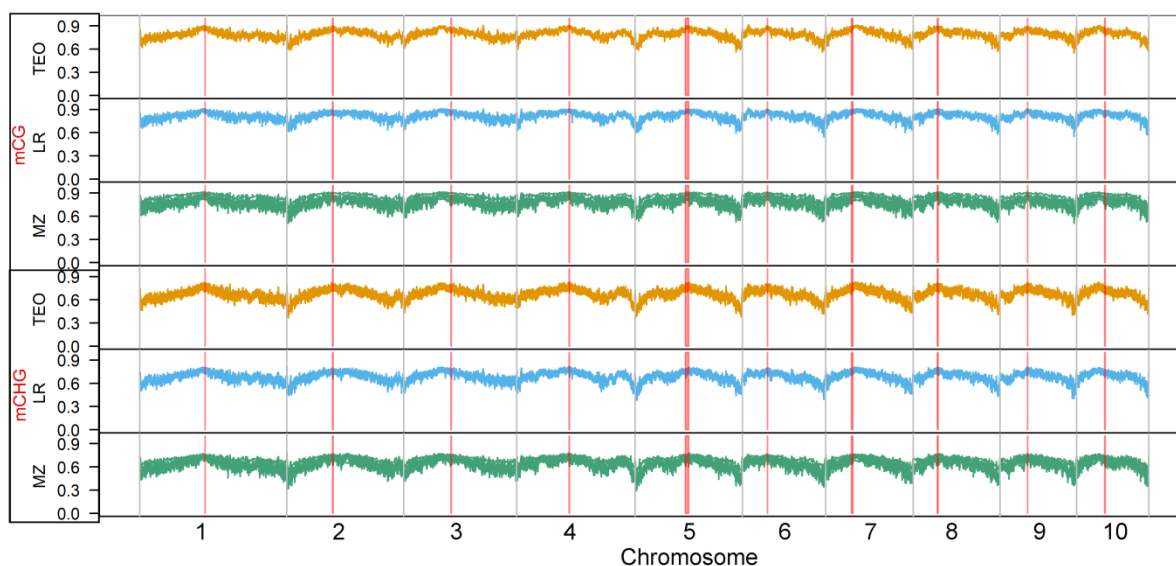

Supplementary Fig. 3. Genome-wide distributions of DNA methylation across 10 maize chromosomes. TEO, LR, and MZ represent teosinte, landrace and modern maize populations, respectively. Red vertical lines indicate the pericentromeric regions. Source data are provides as a Source Data file.

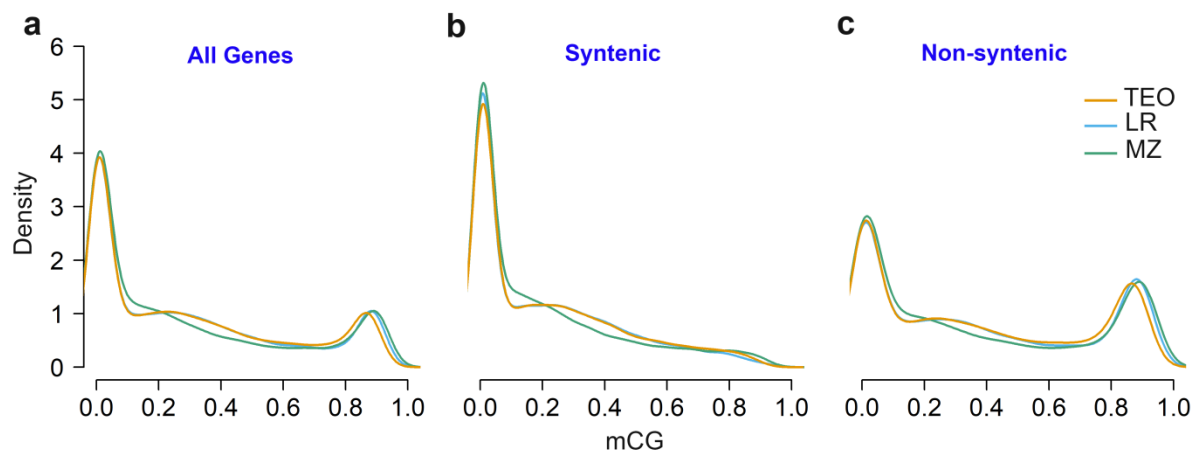

Supplementary Fig. 4. Density plots of CG methylation in gene body. Panels represent for all the annotated maize genes (a), syntenic genes (b), and nonsyntenic genes (c). TEO, LR, and MZ represent teosinte, landrace, and modern maize populations, respectively. The syntenic and nonsyntenic orthologs were determined by comparing maize with sorghum. Source data are provides as a Source Data file.

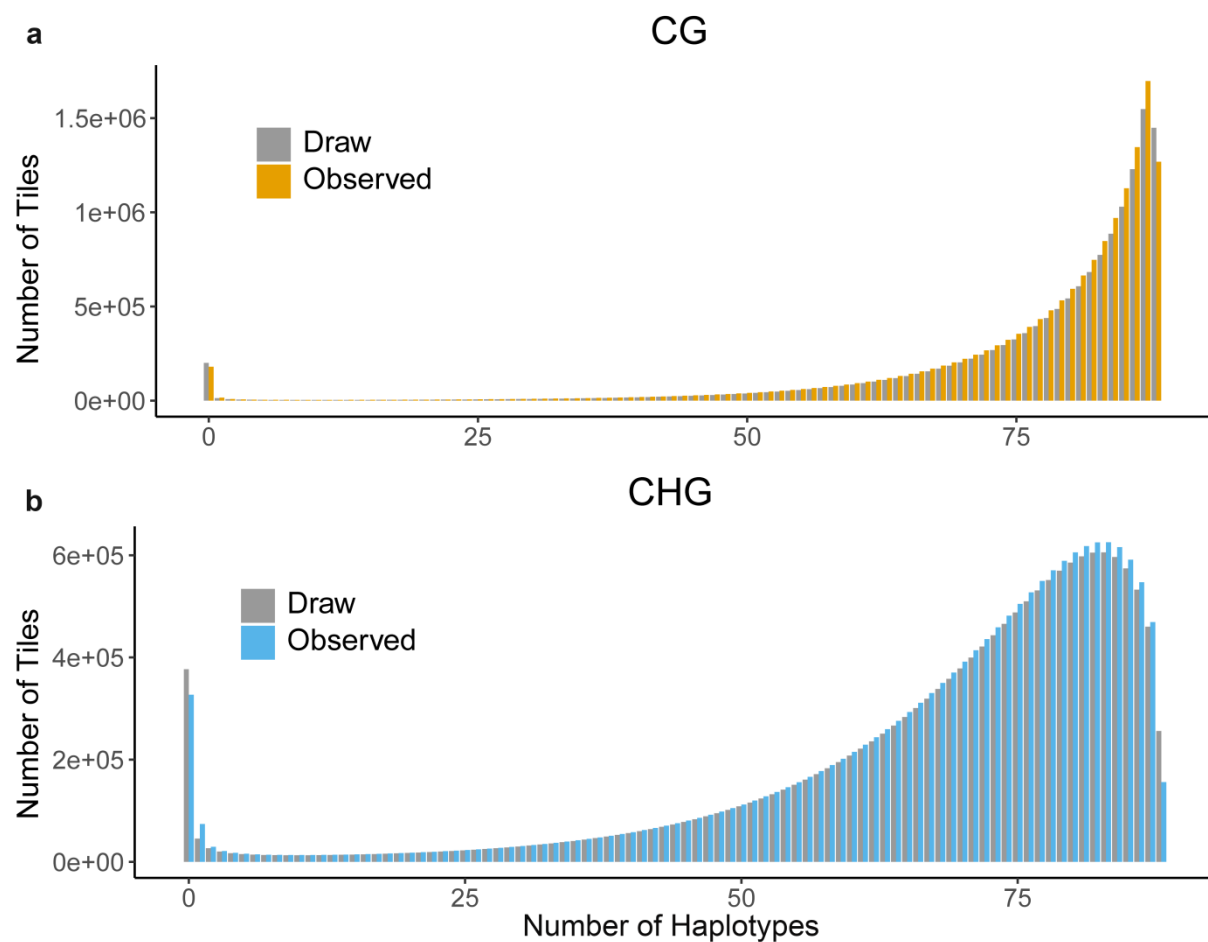

Supplementary Fig. 5. Observed and posterior methylome site frequency spectra. The posterior methylome site frequency spectra (mSFS) was calculated in CG (a) and CHG (b) context using parameters drawn from the 1,000,000th iteration ($N_e = 50,000$).

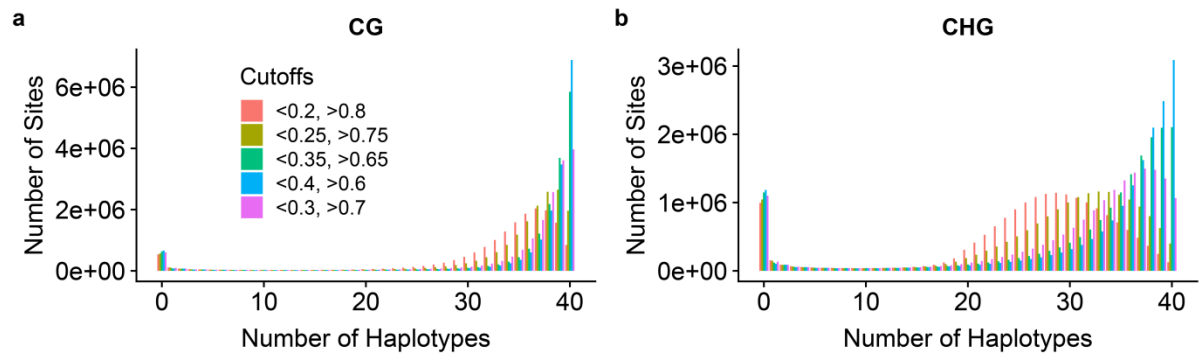

Supplementary Fig. 6. Sensitivity tests using different cutoffs. Distributions of methylome site frequency spectra (mSFS) using different thresholds to determine the methylated, unmethylated, and heterozygotic 100-bp tiles under CG (**a**) and CHG (**b**) contexts.

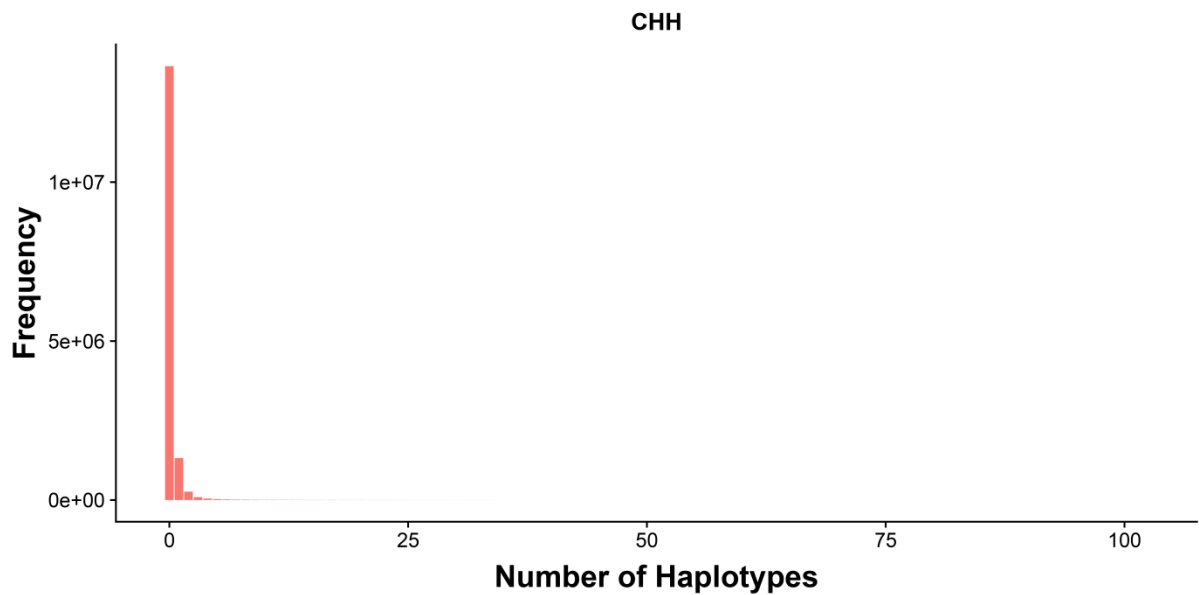

Supplementary Fig. 7. Methylome site frequency spectrum under the CHH context. The distribution is highly skewed towards the unmethylated status for CHH sites.

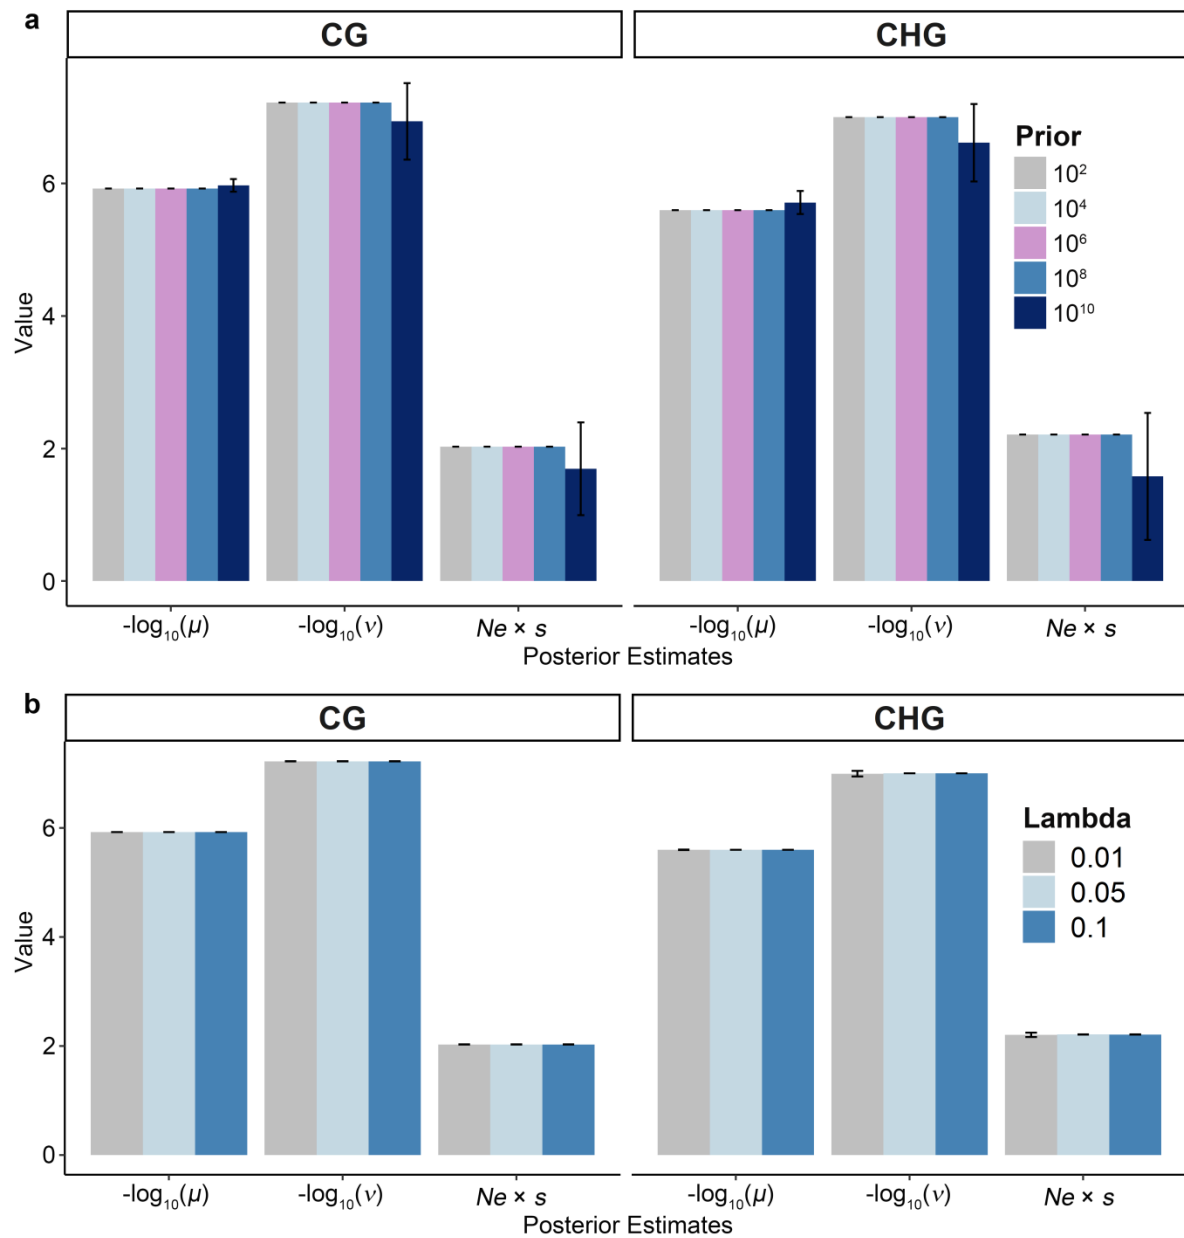

Supplementary Fig. 8. The effect of prior values on posterior parameter estimations. (a) Prior values of 10^2 , 10^4 , 10^5 , 10^8 , and 10^{10} were used for the exponential proposal distributions. **(b)** Lambda values of the scaled proposal distribution of 0.01, 0.05, and 0.1 were used. Error bars indicate standard deviations ($N = 1,600$ for each bar). Source data are provides as a Source Data file.

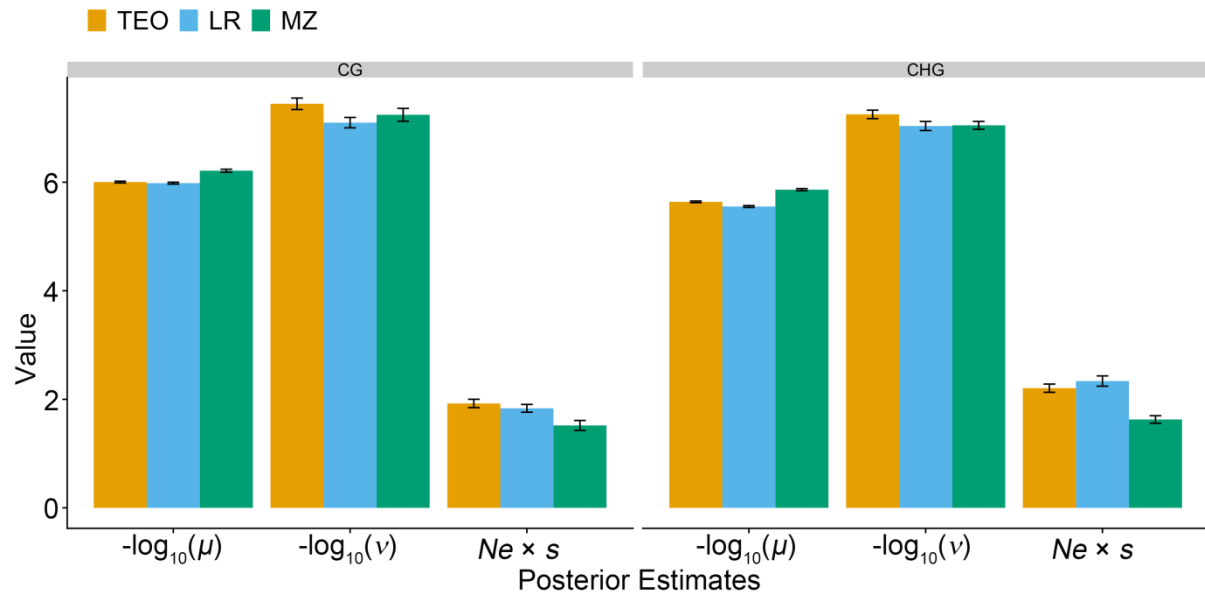

Supplementary Fig. 9. Population genetic parameter inference using each individual population. Posterior estimators of mean values and standard deviations for μ , v , and $Ne \times s$ for CG and CHG sites. Values were estimated using MCMC approach with 25% burnin. Error bars indicate standard deviations ($N = 1,600$ for each bar). Source data are provides as a Source Data file.

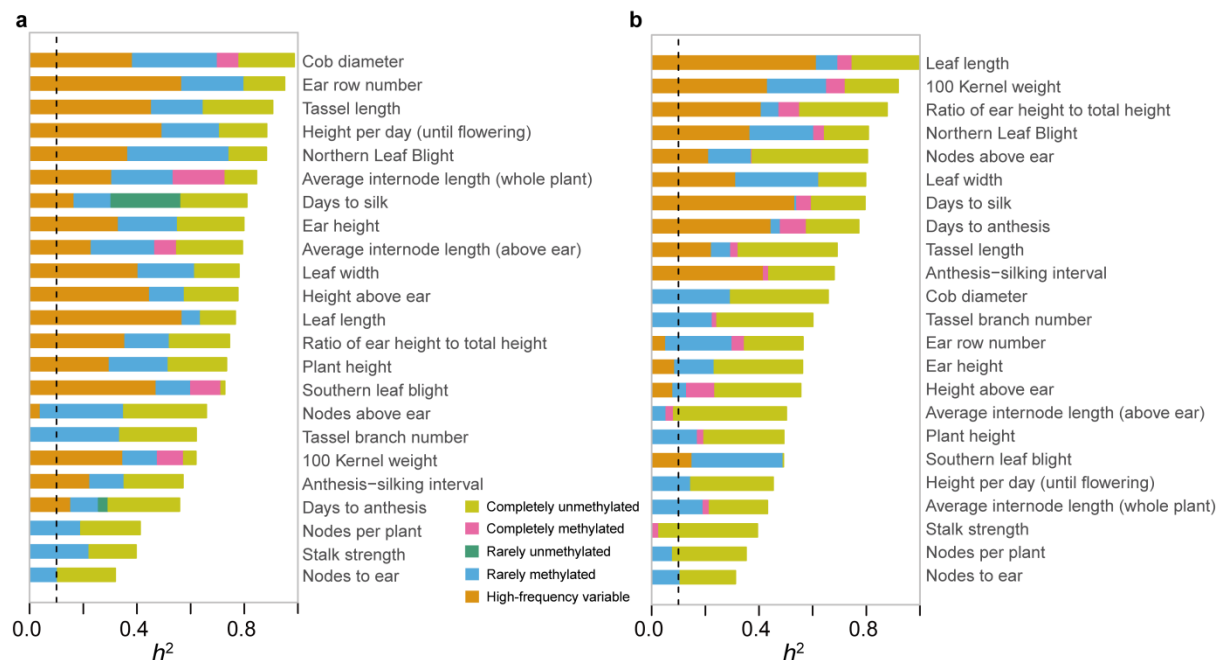

Supplementary Fig. 10. Proportion of genetic variances explained by SNP subsets residing in different genomic regions with different DNA methylation status. The proportion of genetic variance explained (h^2) by different SNP subsets under CG (a) and CHG (b) contexts. Source data are provides as a Source Data file.

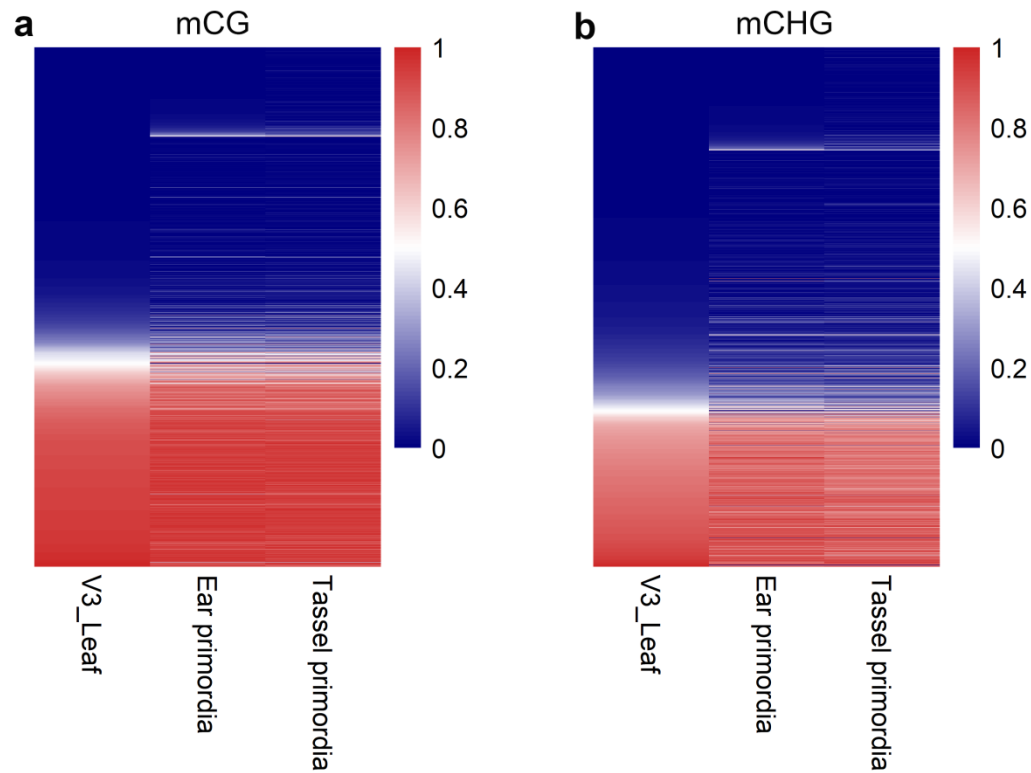

Supplementary Fig. 11. The methylation patterns of the differentially methylated regions across different tissues. DNA methylation levels in CG (a) and CHG (b) of each DMR across three tissues. The colors in the heat map indicate the high (red) or low (blue) DNA methylation levels. Source data are provides as a Source Data file.

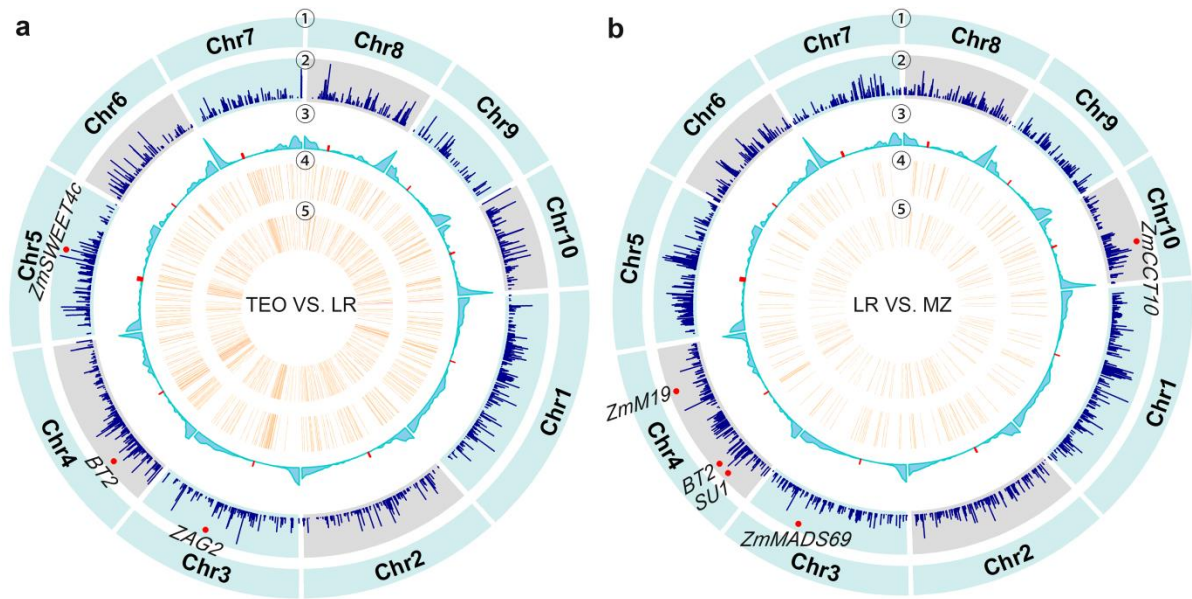

Supplementary Fig. 12. Landscape of selection signals and DNA methylation variation across maize genome. Genome-wide distributions of selective sweeps, DMRs across ten maize chromosomes detected by teosinte vs. landrace (a) and landrace vs. modern maize (b). From outer to inner circles are ① chromosome names, ② selective sweeps, ③ recombination rate, and the density of DMRs (number per 1-Mb) in ④ CG and ⑤ CHG contexts. Red dots at the second track indicate the physical positions of the known genes located within the selective sweeps. Red ticks at the third track indicate the centromeric regions.

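Sweeps between teosinte and landraces in the authors' deposited table numbered 1355 and covered 335 Mb, and those between landraces and modern maize numbered 1375 and covered 325 Mb. DMRs between teosinte and landraces lay in their sweeps 1.71-fold more often than random regions in CG (117 of 431, 27.1%, 95% exact interval 23.0 to 31.6%) and 1.79-fold in CHG (168 of 590, 28.5%). CG DMRs lower in landraces (80 of 287) and higher in landraces (37 of 144) had folds of 1.76 and 1.61. Between landraces and modern maize the folds were 1.58 in CG (42 of 171, 24.6%) and 1.69 in CHG (49 of 188, 26.1%). All 6 classes passed the one-sided permutation test, with adjusted p of 0.00325 or lower. Random positions anywhere also passed in 20% of simulated lists clustered like the teosinte-maize CG DMRs but unrelated to sweeps, at folds up to 1.28. No such lists were made for these comparisons, so these p-values may be too small. Losses and gains in landraces were not told apart (two-sided Fisher's exact test, odds ratio 1.12, adjusted p = 0.677). With the shorter sweeps of the source data of Fig. 2 none of these classes passed the test, at folds from 0.931 to 2.38. Those sweeps cover 1.1% of the chromosomes in each of the 2 comparisons. They held 6 CG and 12 CHG DMRs of teosinte vs. landrace and 4 and 5 of landrace vs. modern maize, so these folds rest on few DMRs. With random regions within 5 Mb, the teosinte-landrace folds fell to 1.21 in CG and 1.16 in CHG, which still passed, and the DMRs higher in landraces had a fold of 1.22 and did not pass. This local test also passed in 11% of simulated lists clustered like the teosinte-maize CG DMRs but unrelated to sweeps, at folds up to 1.14. Such lists were not made for teosinte vs. landrace, so these 2 passes are uncertain.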

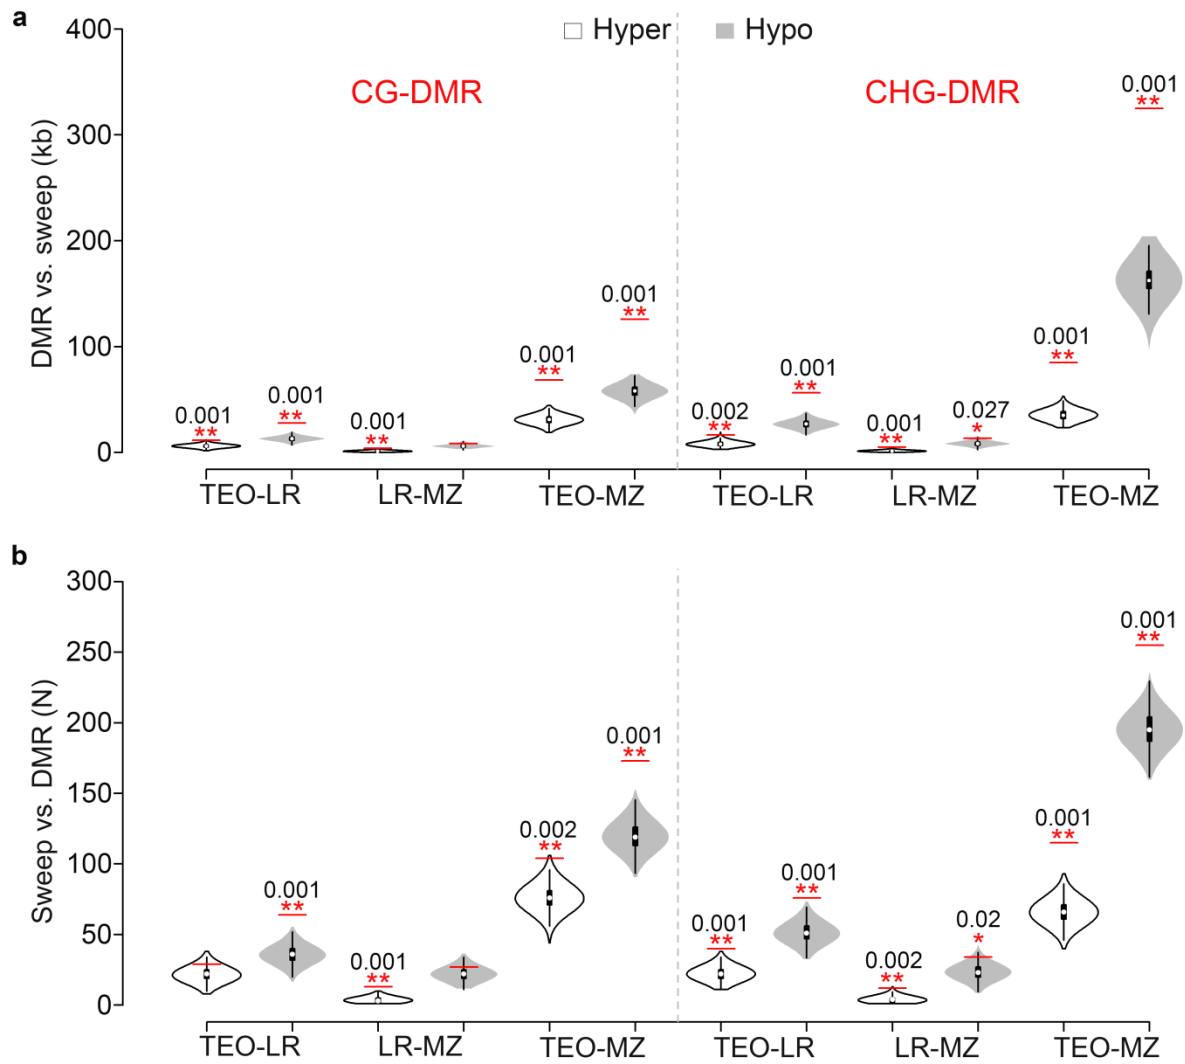

Supplementary Fig. 13. Comparison between differentially methylated regions and selective sweeps. (a) The overlapped base-pairs between DMRs and selective sweeps. (b) The number of sweeps that overlapped with DMRs. Red horizontal bars indicate the observed values and violin plots showed the 1,000 one-sided permutation results using randomly selected mappable regions from the genome. Red asterisks indicate the statistical significance with one asterisk denoting P -value < 0.05 and two asterisks denoting P -value < 0.01 . The numbers above the asterisks indicate the exact P -value. Hyper- and hypomethylation were defined based on maize.

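Counted in base pairs, 194379 bp of the teosinte-maize CG DMRs (30.7%) and 416942 bp of the CHG DMRs (29.5%) lay in sweeps, 1.93-fold and 1.86-fold over random regions. For teosinte and landraces the folds were 1.86 in CG and 1.90 in CHG, and for landraces and modern maize 1.52 and 1.65. With random regions within 5 Mb the teosinte-landrace folds in base pairs fell to 1.23 and 1.18 and still passed. By number of DMRs, that local test also passed in 11% of simulated clustered teosinte-maize CG lists unrelated to sweeps, so these passes are uncertain. Counted by sweeps, 231 of the teosinte-maize sweeps (17.4%) held a CG DMR and 320 (24.1%) a CHG DMR, 1.21-fold and 1.19-fold over random. Between teosinte and landraces 86 and 104 sweeps held one (1.35-fold and 1.22-fold), and between landraces and modern maize 38 and 46 did (1.46-fold and 1.63-fold). All of these passed the one-sided permutation test at adjusted p of 0.0177 or lower. The number of teosinte-landrace sweeps with a CG DMR higher in landraces, 30, did not (adjusted p = 0.0595). By number of DMRs, random positions anywhere passed in 20% of simulated clustered teosinte-maize CG lists unrelated to sweeps. The p-values of these passes may therefore be too small. The count of sweeps lost its call in teosinte-maize CG (1.08-fold) and in both contexts of teosinte vs. landrace (1.10-fold and 0.973-fold) when random regions stayed within 5 Mb of each DMR. The landrace-maize base pairs lost theirs once DMRs within 10 kb were merged (1.23-fold in CG and 1.30-fold in CHG). A merged region includes the sequence between its DMRs, so this setting does not count base pairs of DMRs alone. By number, 42 landrace-maize CG regions lay in sweeps both before merging (of 171) and after it (of 168).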

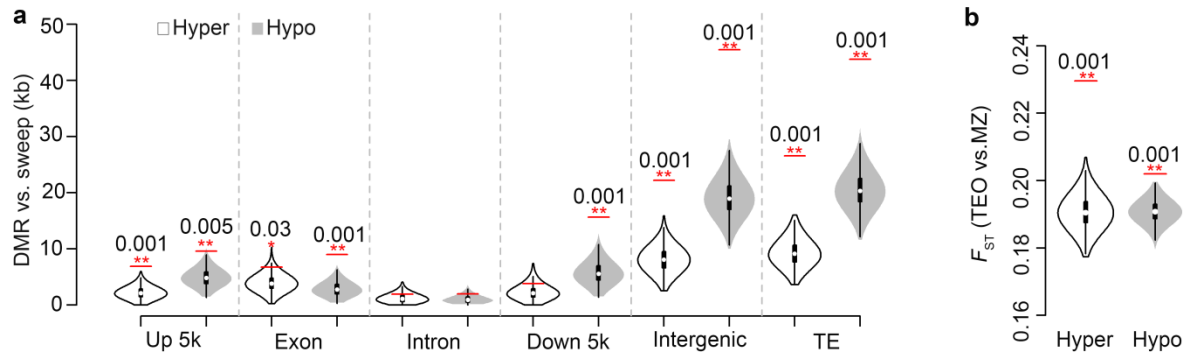

Supplementary Fig. 14. Selection on differentially methylated regions. (a) Overlaps between teosinte-maize DMRs and selective sweeps breaking down into different genomic features. (b) Mean F_{ST} values of teosinte-maize DMRs that were hyper- and hypomethylated in maize. Red horizontal bars indicate the observed values and violin plots show the 1,000 one-sided permutation results using randomly selected regions sharing the similar genomic features as the DMRs. Red asterisks indicate the statistical significance with one asterisk denoting P -value < 0.05 and two asterisks denoting P -value < 0.01 . The numbers above the asterisks indicate the exact P -value.

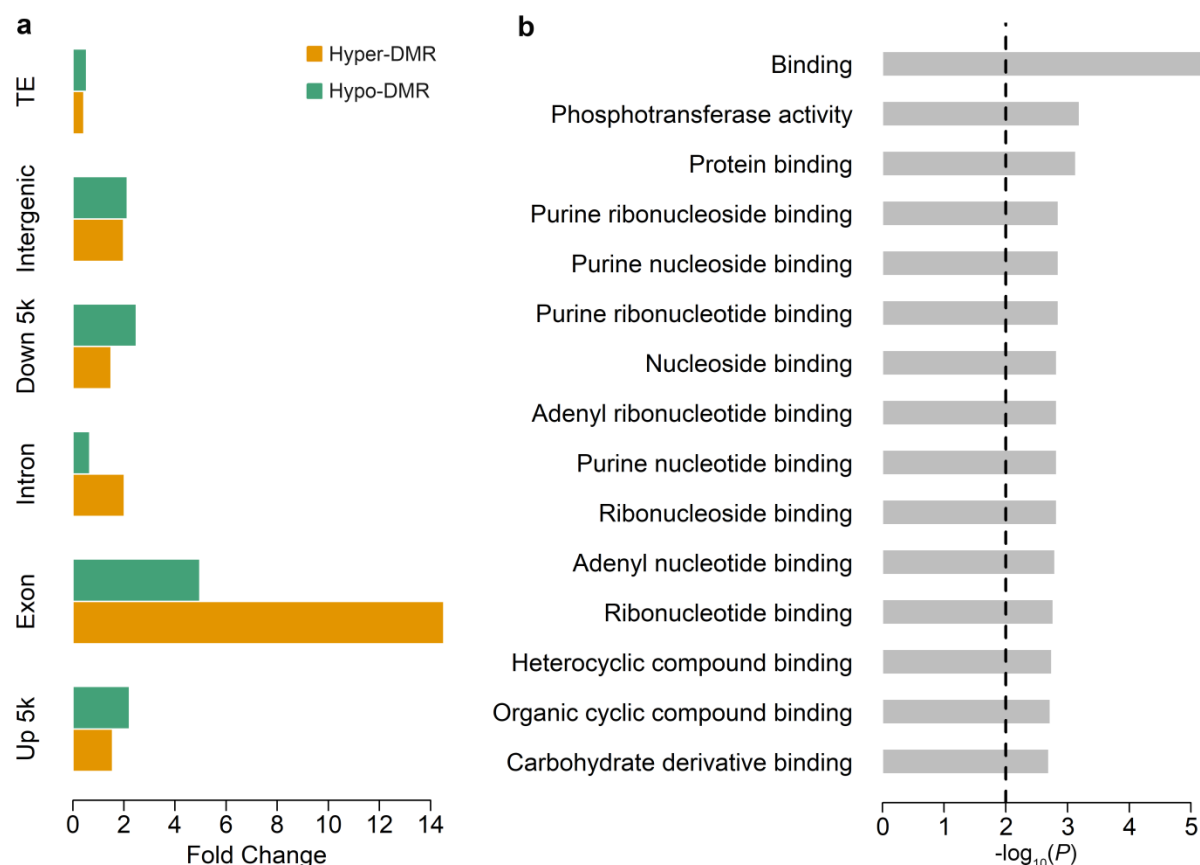

Supplementary Fig. 15. Teosinte-maize CG differentially methylated regions and their associated functional features. (a) Fold changes of mappable DMR length relative to the mean values from 1,000 permutations. (b) The results of gene ontology (GO) term enrichment test using genes exhibiting an exonic DMR. Vertical dashed line indicates the significance cutoff (Fisher's exact test, P -value = 0.01). Source data are provided as a Source Data file.

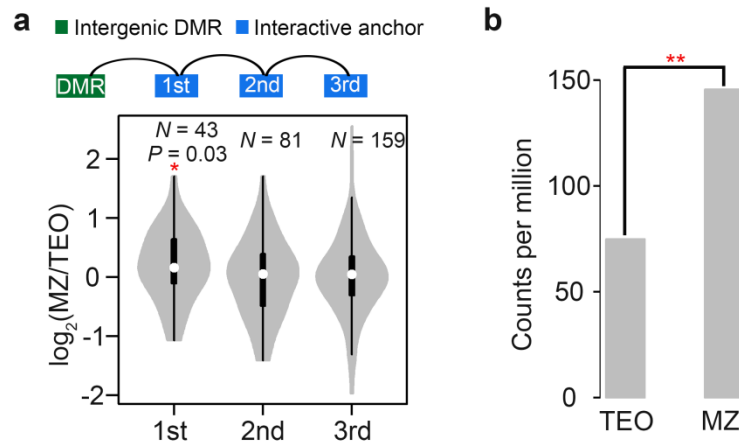

Supplementary Fig. 16. Intergenic CG differentially methylated regions altered downstream gene expression. (a) Contrast of the gene expression levels in maize relative to teosinte. In the upper panel, the schematic diagram shows the genes that involved in the 1st, 2nd, and 3rd level interactions with maize hypomethylated DMRs located in intergenic regions. Red asterisk indicates the statistically significant difference using two-sided paired t -test (P -value < 0.05). (b) Gene expression level of *Zm00001d018036* in teosinte and modern maize (Binomial test, P -value = 4.6×10^{-141}), with two red asterisks denoting P -value < 0.01 .

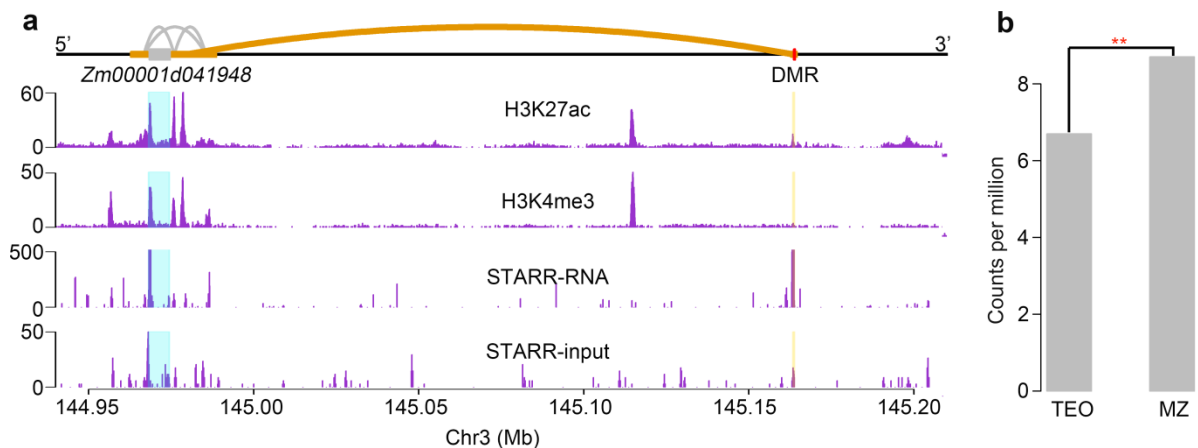

Supplementary Fig. 17. Interactive loops between a differentially methylated region and a gene model *Zm0001d041948*. (a) Chromatin interactions (the upper panel) and ChIP-Seq profiles (the lower panels) at gene *Zm00001d041948*. Gray and red boxes indicate the physical position of the gene model and the DMR. Gray and blue lines denote the interactive loops. (b) Gene expression level of *Zm00001d041948* in teosinte and modern maize (Binomial test, P -value = 4.3×10^{-3}), with two red asterisks denoting P -value < 0.01 .

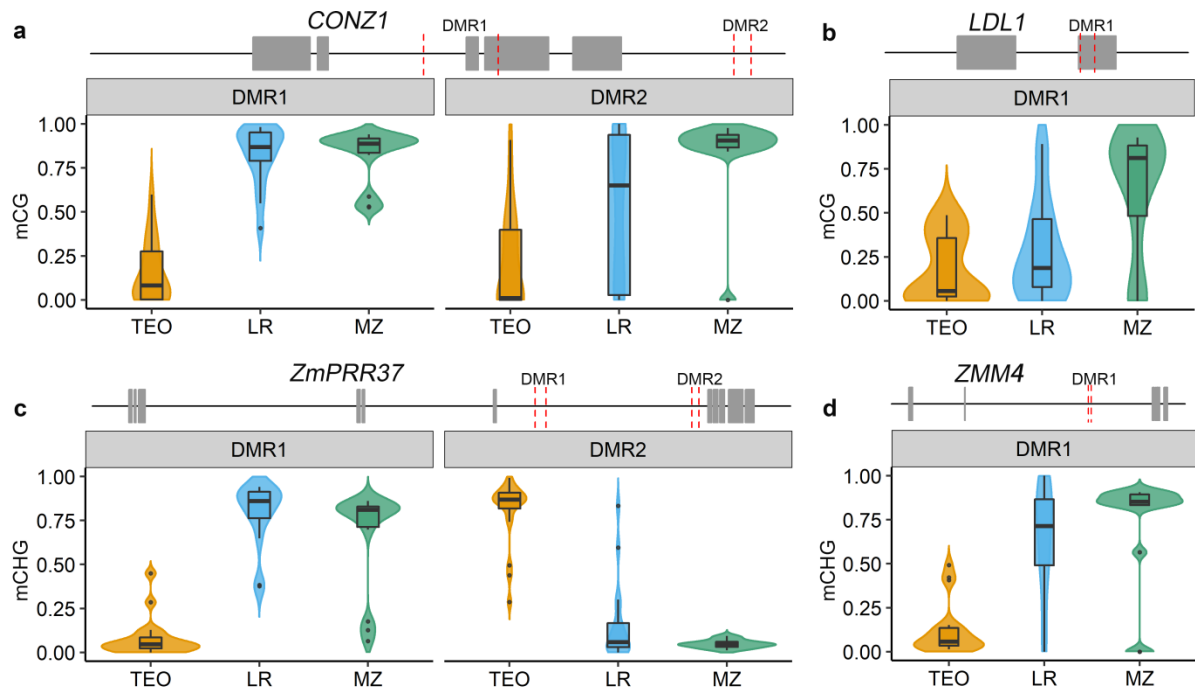

Supplementary Fig. 18. Teosinte-maize differentially methylated regions located at flowering time genes. Distribution of methylation levels within differentially methylated regions (DMRs) locating at *CONZ1* (a), *LDL1* (b), *ZmPRR37* (c) and *ZMM4* (d) in teosinte (TEO), landrace (LR), and modern maize (MZ). Two nearby vertical dashed red lines on the gene model indicate a teosinte-maize DMR. Source data underlying Supplementary Figure 18b are provides as a Source Data file.

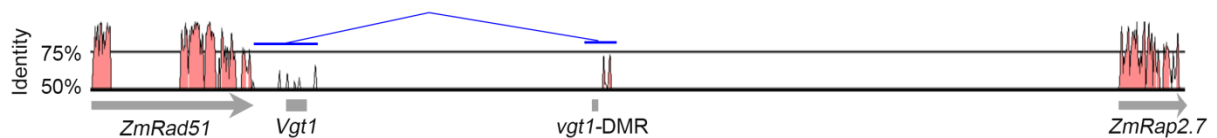

Supplementary Fig. 19. Conserved non-coding sequences between the maize and sorghum orthologous around *vgt1*-DMR. Sequence identity of the maize sequence spanning *vgt1* and the two proximal genes with corresponding sorghum sequences. Red peaks denote the conserved non-coding sequences (CNSs) identified using a window size of 100 bp. The thin blue lines indicate physical interaction between two anchor sequences (horizontal thick blue lines).

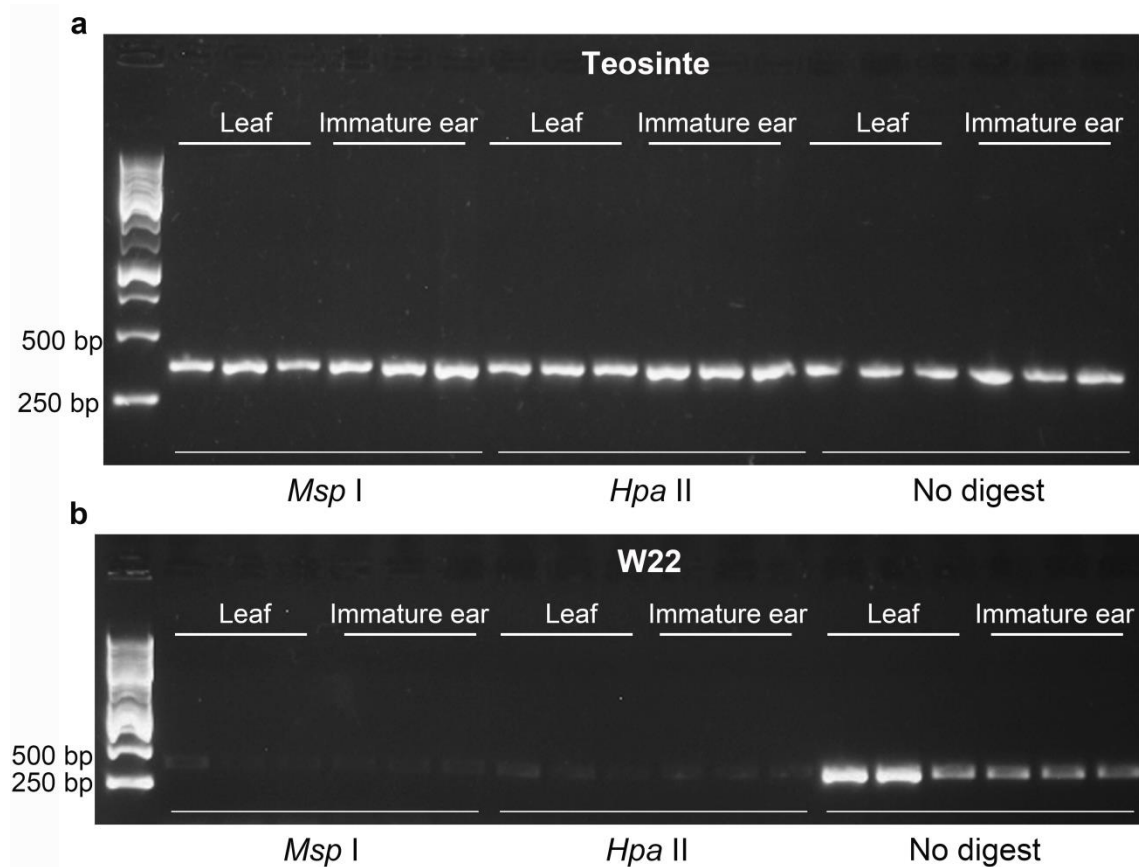

Supplementary Fig. 20. Experimental validation of the *tb1*-DMR using Chop-PCR.

Chop-PCR analysis of *tb1*-DMR in different tissues of W22 (a) and teosinte 8759 (b).

Failure to detect a PCR product suggests the loss of DNA methylation. CG methylation was detected using *Hpa*II and CHG methylation was detected using *Msp*I. Three independent biological replications are shown, each with three technical replications. No digested DNA was used as a control.

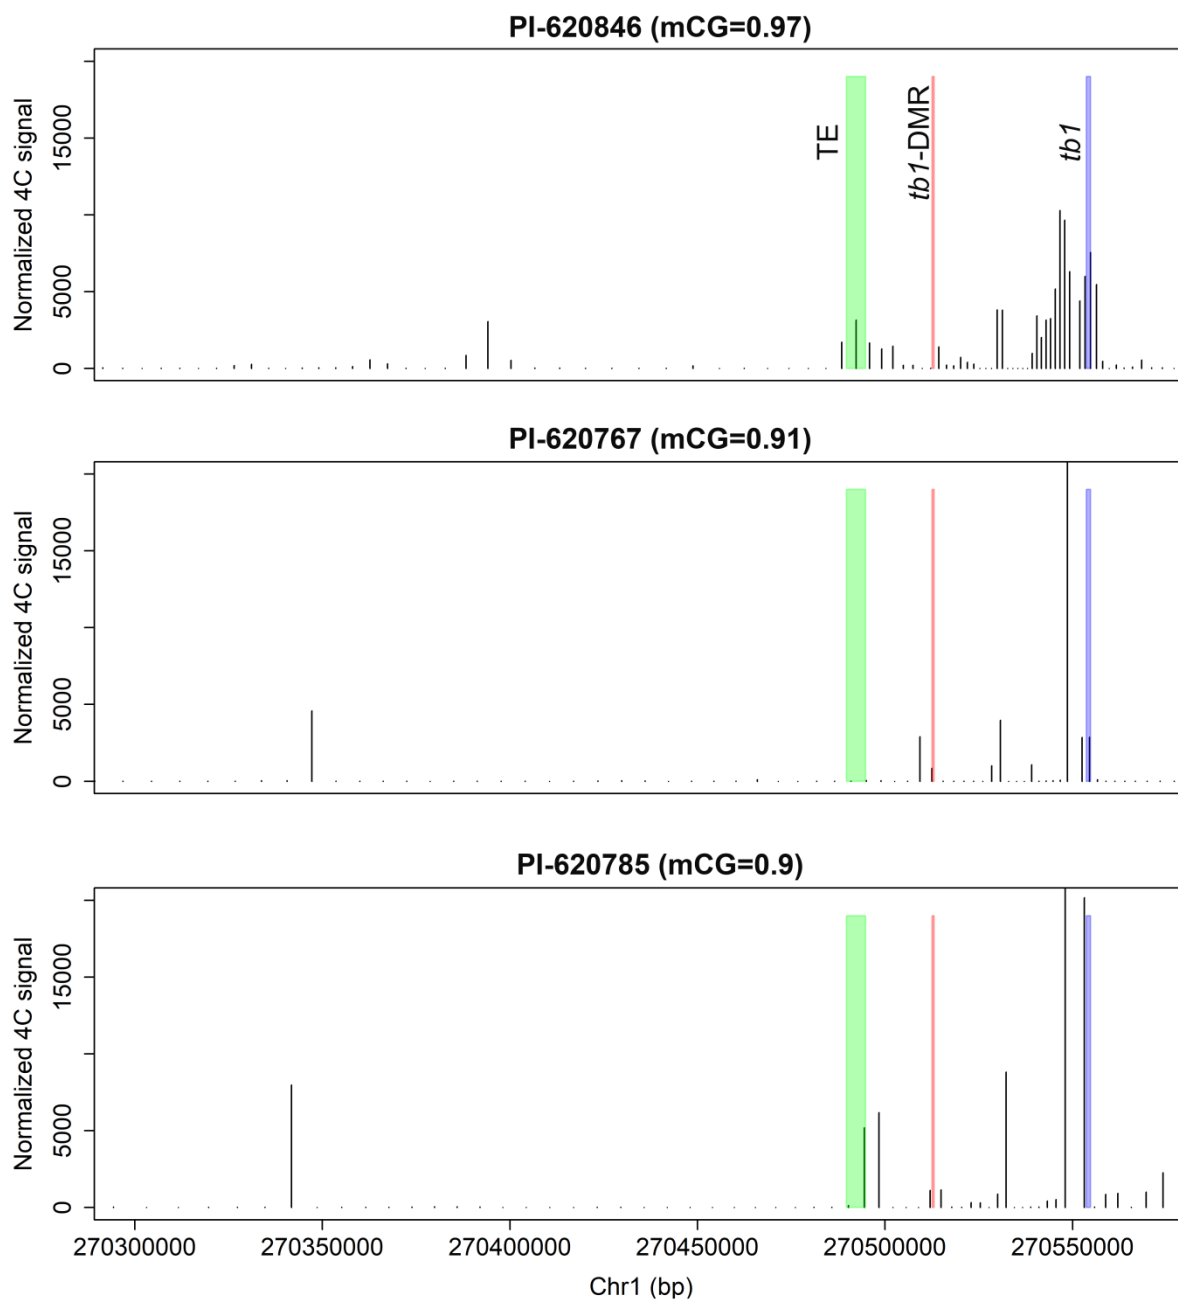

Supplementary Fig. 21. The 4C-seq results of regions interacted with *tb1* gene in *tb1*-DMR hypermethylated landrace samples. The titles show the accession names and CG methylation levels of the *tb1*-DMR. The green bar indicates the physical location of the *Hopscotch* TE; the red bar indicates the *tb1*-DMR; and the blue bar indicates the *tb1* gene.

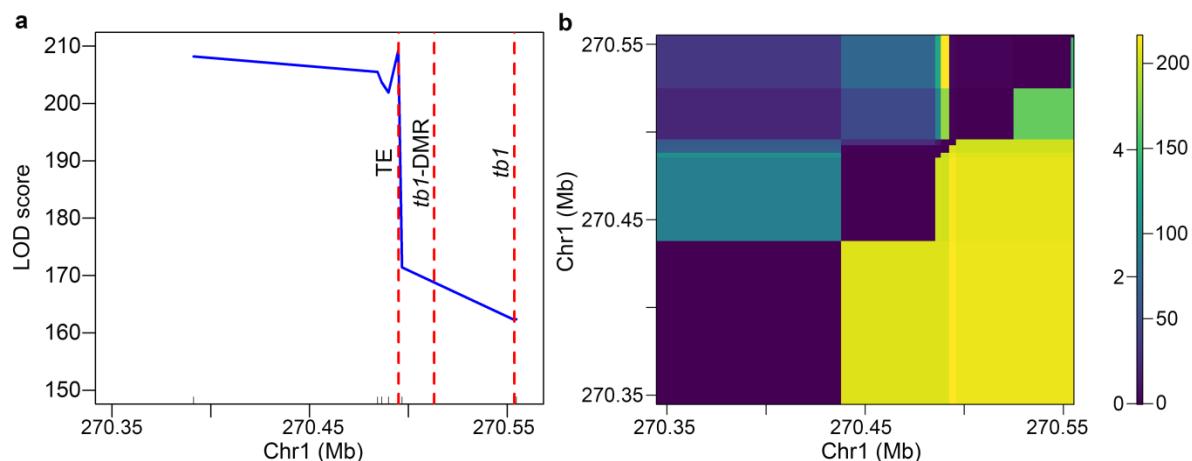

Supplementary Fig. 23. The quantitative trait locus results for the tillering phenotype around *tb1* locus. (a) The conventional single-QTL mapping result. Ticks above the x-axis indicate the physical positions of the SNP markers. (b) The two-dimensional QTL scanning result. The lower diagonal denotes the logarithm of the odd (LOD) scores for the joint two-locus QTL scanning; the upper diagonal denotes the LOD scores for the epistasis of the two loci. The color scale on the right indicates LOD scores for the joint two-locus (right) and epistasis (left) results.

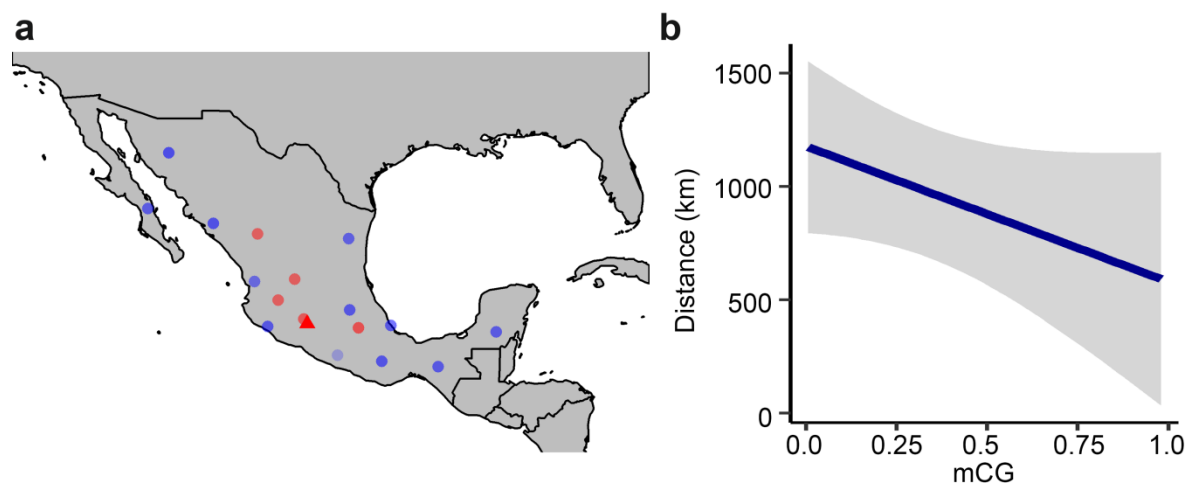

Supplementary Fig. 24. Correlation analysis between geographical distributions of landrace samples and their CG methylation levels at *tb1*-DMR. (a) Geographical distributions of the teosinte (red triangle) and landrace (points) samples. Red color denotes highly methylated and blue color denotes lowly methylated samples in the *tb1*-DMR. (b) The levels of mCG correlated with the distances to the origin (Balsas River Valley) of maize. Dark blue line indicates the regression lines and the shading area marks the 95% confidence band.

# Supplementary material for: Evolutionary and functional genomics of DNA methylation in maize domestication and improvement
**Source:** Nat Commun. 2020 Nov 2;11:5539. doi: 10.1038/s41467-020-19333-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

We generated whole genome sequencing (WGS) and whole genome bisulfite sequencing (WGBS) data of teosinte and landrace lines using Illumina HiSeq platform.

Data analysis

Software we used: BWA (v0.7.17); Picard (v2.18); GATK (v4.1); pseudoRef (<https://github.com/yanjil/pseudoRef>, v1.0); Bowtie2 (v1.1.2); Bismark (v0.20.0); metilene (v0.2-7); XP-CLR (v1.0); VCFtools (v0.1.13); AgriGO2.0 (<http://systemsbiology.cau.edu.cn/agriGOv2/>); HiC-Pro (v2.11.1); hicchipper (v0.7.3); mango (v1.2.0); deepTools (v3.3.2); Tassel (v5.2.2); LDAK (v4.9); R (3.6.2); 4C-ker (v1.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The raw data generated for this study has been uploaded to the Gene Expression Omnibus (GEO) database and can be retrieved through accession number GSE145586. WGS (PRJNA389800) and WGBS (PRJNA400328) data of modern maize lines were downloaded from NCBI.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	In this project, 20 teosintes, 17 landraces, and 14 modern maize lines were used. These samples are representative genetic materials in different evolution stages of maize. The number of samples is sufficient for population genomics analysis.
Data exclusions	No exclusion of data was made.
Replication	We did five biological replications for dual-luciferase transient expression assays and three biological replications for Chop-PCR experiments. For sequencing data, no replication was used since it is a common practice for sequencing related experiments.
Randomization	For each experiment, plant samples were grown in the same conditions with randomly assigned positions.
Blinding	No blinding was used since measurements were not vulnerable to observer bias.

Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).
Research sample	State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.
Sampling strategy	Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.
Data collection	Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.
Timing	Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.
Data exclusions	If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.
Non-participation	State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.
Randomization	If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.
Research sample	Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets,

describe the data and its source.

Sampling strategy *Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.*

Data collection *Describe the data collection procedure, including who recorded the data and how.*

Timing and spatial scale *Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken*

Data exclusions *If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.*

Reproducibility *Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.*

Randomization *Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.*

Blinding *Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.*

Did the study involve field work? ☐ Yes ☐ No

Field work, collection and transport

Field conditions *Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).*

Location *State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).*

Access & import/export *Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).*

Disturbance *Describe any disturbance caused by the study and how it was minimized.*

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

Methods

n/a Involved in the study

☐ ☒ Antibodies

☒ ☐ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☒ ☐ Animals and other organisms

☒ ☐ Human research participants

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

n/a Involved in the study

☒ ☐ ChIP-seq

☒ ☐ Flow cytometry

☒ ☐ MRI-based neuroimaging

Antibodies

Antibodies used H3K4me3 (Abcam, cat. No. ab8580); H3K27ac (Abcam, cat. No. 4729).

Validation All antibodies used here have been validated by manufacturers. Furthermore, these antibodies have been widely used in the plant genomic studies.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s) *State the source of each cell line used.*

Authentication *Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.*

Mycoplasma contamination

Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

Palaeontology and Archaeology

Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).

Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

For laboratory animals, report species, strain, sex and age OR state that the study did not involve laboratory animals.

Wild animals

Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.

Field-collected samples

For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.

Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☐	☐ Public health
☐	☐ National security
☐	☐ Crops and/or livestock
☐	☐ Ecosystems
☐	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☐	☐ Demonstrate how to render a vaccine ineffective
☐	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☐	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☐	☐ Increase transmissibility of a pathogen
☐	☐ Alter the host range of a pathogen
☐	☐ Enable evasion of diagnostic/detection modalities
☐	☐ Enable the weaponization of a biological agent or toxin
☐	☐ Any other potentially harmful combination of experiments and agents

ChIP-seq

Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

Files in database submission

Provide a list of all files available in the database submission.

Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

Methodology

Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.

Instrument

Identify the instrument used for data collection, specifying make and model number.

Software

Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.

Cell population abundance

Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.

Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

Magnetic resonance imaging

Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence & imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

Models & analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity
☐ ☐ Graph analysis
☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

# Supplementary material for: Evolutionary and functional genomics of DNA methylation in maize domestication and improvement
**Source:** Nat Commun. 2020 Nov 2;11:5539. doi: 10.1038/s41467-020-19333-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Teosinte, landrace, and modern maize samples used in the study.

File Name: Supplementary Data 2

Description: Population-wide DMRs in the CG and CHG contexts.

File Name: Supplementary Data 3

Description: Selective sweeps detected between populations.

File Name: Supplementary Data 4

Description: Linkage disequilibrium (LD) analysis between DMR and local SNPs.

File Name: Supplementary Data 5

Description: The list of genes with CG teosinte-maize DMRs located at the exonic regions.

File Name: Supplementary Data 6

Description: The list of genes exhibiting interactive loops between genes and hypomethylated DMRs in maize located at the intergenic regions.

File Name: Supplementary Data 7

Description: Flowering time candidate genes located at sweep DMRs and interacting DMRs.

How the deposited data were processed for this re-analysis (not part of the article)

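The series holds genome resequencing (WGS) and bisulfite (WGBS) libraries of 20 teosinte and 17 landrace plants, each plant 1 biological sample, compared by the authors with 14 published modern maize methylomes. The files used here are a table of DMRs and a table of selective sweeps, both made by the authors from populations and not from single plants, so the regions are the units of the tests below and no error between plants can be given. A sample was placed in its population and assay by its label and by the paper's sample table, which name the same plant.

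The authors mapped the WGBS reads with Bowtie2 to B73 AGPv4 carrying the SNPs of each plant, removed duplicates, extracted cytosines with Bismark and called DMRs with metilene between pairs of populations. The submitters' processing notes also name BWA, Picard and GATK 4 for the SNPs. Mapping to a genome corrected for each plant's own SNPs lowers the loss of reads at polymorphic sites, and the threshold on the mean difference leaves out smaller shifts, so the DMRs are the large differences only. The paper's text gives that threshold for CG and CHG. It names none for CHH. The deposited DMR table gives positions, context and comparison. The deposited sweep table gives positions and the XP-CLR score, which the authors computed in sliding windows of fixed SNP number, merged over neighbouring windows and kept for the outliers. The score has no fixed range, and it is compared here only between sweeps of one comparison, to describe and rank them, to test sweeps with against without a DMR and to choose the upper sweeps. Coordinates are those of B73 AGPv4 as the tables give them. Sweep starts count from 1. The origin of the DMR starts is not given in the sources used here and was taken as 0.

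Population means and q-values are the paper's, from the first 1998 of 5278 lines of Supplementary Data 2, which hold 1542 of the 1545 teosinte-maize CG DMRs and all 431 teosinte-landrace CG DMRs. Direction had been assumed to stand in the DMR table when the tests were fixed. It was instead taken from these means, and CHG, CHH and landrace-maize DMRs were tested without it. Tests of sweep overlap therefore ran over 13 classes of DMRs, another number than set before the data were examined. The exonic genes, the genes in contact with intergenic DMRs and the flowering time genes are the paper's lists, and the bins of the gene model are those of the source data of Fig. 3b. All were joined to the deposited tables by chromosome, start and end, with no DMR of the lists left unmatched. The lists do not pair gene IDs with names, and the gene table at hand, of another genome assembly, matched none of the IDs, so IDs are printed as the paper gives them. An AGPv4 annotation was not used here, so the enrichment of DMRs in genomic features (Fig. 3a) was not repeated.

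Overlap with sweeps was tested one-sided by placing regions of the same lengths at random on the 10 chromosomes in 1000 draws, with an overlap of at least 1 bp. The ends of the chromosomes were taken as the largest positions in the files, 2105427221 bp in all. Shares were tested by a two-sided exact binomial test, pairs of shares by Fisher's exact test, medians and means by two-sided permutation tests of 100000 resamples, and DMRs in their own against other sweeps by an exact binomial test on the DMRs found in only one of them. This last test, the test of CHG overlap by direction in CG, that of CHH against CG DMRs in sweeps, that of exonic DMRs in sweeps and that of gene body against flanking bins were not among those fixed at the start and were chosen after the tables had been seen. Intervals of shares are exact 95% binomial intervals and cover counting error only. Benjamini-Hochberg adjustment was made within each family of tests, at a threshold of 0.05. In tests on simulated lists of 1545 regions for teosinte-maize CG, random lists passed the 0.05 threshold in 2% of 100 lists. Lists with the clustering of the observed DMRs but no relation to sweeps passed in 20% with random positions anywhere. They passed in 4% on the same chromosome, 11% within 5 Mb and 5% with rotation. Rotation shifted the DMRs of each chromosome together against the sweeps. The lists were made by that same rotation, so its 5% is fixed by construction and is no check of it. Where 30% of the regions were moved into sweeps, the true fold of 2.60 was estimated as 2.61 with positions anywhere and as 1.86 within 5 Mb, so the local placement understates a fold. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and bedtools 2.31.1 for the check of overlaps.

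Depth is the paper's, as sequenced, with WGBS medians of 16.7× in teosinte and 11.2× in landraces and WGS medians of 34.6× and 10.6×. The coverage of single cytosines was not analysed here, so the effect of depth on the DMR calls was not tested.

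Alternatives set before the data were examined were random positions on the same chromosome or within 5 Mb, and rotation of DMRs against sweeps along each chromosome. Also set before were the upper part of the sweeps by XP-CLR, a difference of at least 0.6 and DMRs within 10 kb merged. So were whole DMRs inside sweeps, a minimum length of 200 bp and a stricter overlap between DMRs. Chosen after the data were seen were the shorter sweeps of the source data of Fig. 2, leaving out sweeps longer than 1 Mb, and DMR starts counted from 1. The items named in the text are the loci that the paper names, the 5 sweeps of highest XP-CLR per comparison, the 10 CG DMRs with the largest difference, and of the exonic list the genes with the largest loss and gain. This rule was fixed before the deposited tables were seen, but with the paper's tables read. Not all of them are printed. For each of the exonic extremes only the 2 largest are given, and of the sweeps and of the CG DMRs with the largest difference only a part.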

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

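The tests of landrace depth and of the separate origin of the modern maize methylomes were chosen only after the CHH counts had been seen, and that of CHH against CG DMRs in sweeps after their shares had been seen.

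CHH DMRs, on which the paper gives no result, numbered 1092 over the 3 comparisons, and this signal in data the paper did not analyse drew attention. Of the 1055 between teosinte and modern maize, 37.0% (390) overlapped a selective sweep, 2.33-fold over random regions (one-sided permutation test, adjusted p = 0.0013), and 1.55-fold over random regions within 5 Mb. This was more often than for CG DMRs, with an odds ratio of 1.53 (two-sided Fisher's exact test, adjusted p = 1.1e-06). Fisher's test counts each DMR as independent, though neighbouring DMRs can share a sweep. In simulated clustered teosinte-maize CG lists unrelated to sweeps, positions anywhere passed in 20% and those within 5 Mb in 11%. No such lists were made for CHH, so these p-values may be too small.

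CHH DMRs are many between teosinte and modern maize and few in the other comparisons, with 22 and 15. They are not the places of CG or CHG DMRs, since 1.90% of the teosinte-maize CHH DMRs overlapped one. The maize methylomes came from another study, and a shift between studies may add CHH DMRs to both comparisons with maize, yet the landrace-maize number was 1.42% of the teosinte-maize number in CHH against 11.1% in CG (odds ratio 0.128, Fisher's exact p = 3.82e-22). Landraces had 0.659 of the teosinte depth, all 17 libraries below every teosinte library, which may leave few callable CHH sites in both comparisons with landraces, so lower depth, a shift between studies and a biological difference between teosinte and maize cannot be told apart. The difference between populations itself was not tested apart from these.

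Exonic CG DMRs lost methylation in maize less often than the others, a difference between groups with an odds ratio of 0.311 (Fisher's exact p = 1.49e-15). The length of the DMRs does not account for it, as the odds ratio over length classes together was 0.313 (Mantel-Haenszel) and lay between 0.240 and 0.377 within each. DMRs near the authors' threshold on the difference may still carry it, because at a difference of at least 0.6 most of the 49 exonic DMRs left had lost methylation (69.4%, against 40.7% of all exonic DMRs), with an odds ratio of 0.610 (p = 0.148). A difference between exons and other sequence in how methylation changed during domestication stays open as an untested hypothesis.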

How the results depend on the processing

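The shorter sweeps of the source data of Fig. 2, leaving out sweeps longer than 1 Mb and DMR starts counted from 1 were chosen after the data were seen, and all other settings before. Of 306 values under other settings, 266 kept their direction and their side of the threshold or stayed within their interval. DMR starts counted from 1 changed no count of DMRs in sweeps. Whole DMRs inside sweeps changed these counts little, in teosinte-maize CHG from 655 to 650. These settings could hardly change a call and are weak checks. The teosinte-maize CG and CHG overlap with sweeps, as a number of DMRs, passed the test under all 10 and 9 settings, with folds of 1.29 to 2.02 and 1.29 to 1.91. For the results named below the cause was not tested. A setting may leave fewer DMRs or sweeps, and merging adds the sequence between DMRs to each merged region.

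With random regions within 5 Mb, the number of sweeps with a DMR no longer passed in teosinte-maize CG (1.08-fold), its gains (1.10), teosinte-landrace CG (1.10) and its losses (1.15), and reversed in teosinte-landrace CHG (0.973). The fold of teosinte-maize CHH DMRs fell from 2.33 to 1.55 and still passed. Teosinte-landrace CHG also passed, falling from 1.79 to 1.16 by number and from 1.90 to 1.18 by base pairs. So did teosinte-landrace CG, from 1.71 to 1.21 and from 1.86 to 1.23. These teosinte-landrace passes are uncertain, since the local test passed in 11% of simulated clustered teosinte-maize CG lists unrelated to sweeps, at folds up to 1.14. The teosinte-landrace CG gains no longer passed by number (1.22) and by base pairs (1.204). Their number of sweeps was not past the threshold at first. It passed with rotation (1.36), the upper sweeps by XP-CLR (1.50), a difference of at least 0.6 (1.96) and DMRs merged within 10 kb (1.38). Merging also ended the base-pair calls of landrace-maize CG (1.23) and CHG (1.30) and of teosinte-landrace CG gains (1.56). These base pairs include the sequence between merged DMRs.

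With the shorter sweeps of Fig. 2, which cover 1.13% of the chromosomes, the number no longer passed in teosinte-landrace CG (1.22), CHG (1.79) and CG gains (1.86), landrace-maize CG (2.13) and CHG (2.38) and teosinte-maize CG gains (1.45). It reversed in teosinte-landrace CG losses (0.931) and in the 15 landrace-maize CHH DMRs (0). The 22 teosinte-landrace CHH DMRs no longer passed either (3.97). The base pairs of the landrace-maize CHH DMRs reversed with the upper sweeps by XP-CLR (0.936).

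The odds ratio of sweep overlap for losses against gains, not past the threshold at first, reversed at a difference of at least 0.6 to 0.682 in teosinte-maize and 0.998 in teosinte-landrace. The exonic odds ratio of direction became 0.610 there and no longer passed, and the share of exonic DMRs lower in maize went from 40.7% to 69.4%. That of gene body DMRs went from 39.9% to 59.3%. With the upper sweeps by XP-CLR, teosinte-landrace CG DMRs in their own sweeps alone were 0.524 times those in teosinte-maize sweeps alone, now past the threshold, and the ratio for landrace-maize CG against teosinte-landrace sweeps reversed to 0.958. Within the middle class of sweep lengths, the XP-CLR difference between sweeps with and without a DMR no longer passed in teosinte-maize (1.75) and landrace-maize (11.7) and reversed in teosinte-landrace (-4.44). Among the longest sweeps it passed in all 3, at 13.7, 13.5 and 17.6 in that order.

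Under a stricter overlap of DMRs, the share of CG DMRs at a CHG DMR moved to 34.8% in teosinte-maize, 36.2% in teosinte-landrace and 25.7% in landrace-maize. The share of DMRs at a teosinte-maize DMR of their context moved to 41.5% (CG) and 33.2% (CHG) in teosinte-landrace and 32.2% and 39.4% in landrace-maize, and to 56.8% for teosinte-landrace CG at a difference of at least 0.6.

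A difference of at least 0.6 was not run for CHG, CHH and landrace-maize DMRs, whose means were not used here. It lowered the teosinte-maize CG losses from 998 to 450 and gains from 544 to 127, and the teosinte-landrace losses from 287 to 125 and gains from 144 to 23, and a minimum length of 200 bp lowered the latter pair to 185 and 94. No paired analysis was possible because the plant names shared between assays mark the same plant sequenced by WGS and by WGBS, and the tables of regions hold no values per plant.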

Differences from the paper's values

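None of the 22 values set beside the paper's differed by more than a factor of 1.5, and 13 were equal. Several of the equal values could not differ, so they are no independent check. The numbers of CG losses and gains, of exonic and of contacted genes and the vgt1-DMR length come from the paper's own lists. The tb1-DMR was found by the length that the paper states. Not every choice behind these values was fixed before the data were examined. The source of the direction of CG DMRs, the paper's means, was chosen after the tables had been seen. Tests of sweep overlap ran over 13 classes of DMRs, another number than set before.

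The deposited tables held 5297 CG and CHG DMRs against the paper's 5278, with 3 more in teosinte-maize CG, 14 more in teosinte-maize CHG and 2 more in teosinte-landrace CHG. The number of teosinte-landrace CG gains in sweeps was 37 against the paper's 36. Genes with a DMR in a sweep numbered 74 for losses and 55 for gains with 5 kb on each side, against the paper's 72 and 56. In gene body bins alone they were 16 and 26, and over exons alone 21 and 17. The paper's definition of a gene located in a sweep DMR was not found. The closeness of the first pair therefore depends on the flanks chosen here. The mean WGS depth over teosinte and landraces was 24.0×, against the paper's value of about 20×.

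The paper's text counts 1330 teosinte-maize sweeps, as the deposited table does, while the source data of its Fig. 2 list 519.

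The paper places the tb1-DMR among the most significant teosinte-maize CG DMRs. It ranked 271 of 1542 by the paper's q-value and 173 by the difference of the means, with a loss from 0.856 to 0.0588.

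The paper describes the vgt1-DMR as low in landraces as well as in modern maize and high in teosinte. The loss in maize, from 0.944 to 0.0238, has the paper's direction. No teosinte-landrace DMR overlapped it (0 in CG and 0 in CHG), which does not give the landrace level.

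The paper's Table 1 places 16.9% of the interacting CG DMRs lower in maize in sweeps, fewer than of all such DMRs. Among the 42 intergenic interacting DMRs lower in maize, a narrower set than the paper's, the share was 33.3% against 27.9% of the other CG DMRs lower in maize (odds ratio 1.29, Fisher's exact p = 0.484). Those others include the remaining interacting DMRs of Table 1, so this does not test the paper's contrast.

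The paper finds DMRs most abundant in 5′-untranslated regions. In the bins of the source data of Fig. 3b, bin 19 near the 3′ end held 50 and bin 11 at the 5′ end 48, and no bin stands for untranslated regions.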

Other observations

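Chosen after the shares of DMRs in each set of sweeps had been seen were the binomial tests between sets of sweeps and the density in landrace-maize sweeps, and the test of CHG overlap by direction in CG was added after the tables had been seen.

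DMRs between teosinte and landraces often overlapped those between teosinte and modern maize, but most teosinte-maize DMRs had no DMR called between teosinte and landraces. Of the 431 CG DMRs between teosinte and landraces, 266 (61.7%) overlapped a teosinte-maize CG DMR, and all 266 pairs had the same direction. Of the 590 CHG DMRs, 365 (61.9%) did, and under a stricter overlap of both regions the shares were 41.5% in CG and 33.2% in CHG. Seen from the other side, 265 of the 1545 teosinte-maize CG DMRs (17.2%) and 356 of the 2372 CHG DMRs (15.0%) overlapped a teosinte-landrace DMR of their context. Of the 171 CG DMRs between landraces and modern maize, 83 (48.5%) overlapped a teosinte-maize CG DMR, while only 15 (8.77%) overlapped one between teosinte and landraces. The comparisons share teosinte or maize plants, so overlap and a common direction follow in part from the design and were not tested. All landrace methylomes were also shallower than every teosinte methylome. A teosinte-maize DMR not called in landraces may therefore have been missed there, and the time of the change cannot be read from these shares.

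Loss of CG methylation went with a difference in CHG more often than gain did. Of the teosinte-maize CG DMRs lower in maize, 59.7% (596) overlapped a CHG DMR of that comparison, against 31.4% (171) of those higher in maize (two-sided Fisher's exact test, odds ratio 3.23, adjusted p = 2.29e-26). Between teosinte and landraces the shares were 52.3% and 31.3% (odds ratio 2.41, adjusted p = 3.84e-05). Directions in CHG were not used here.

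CHG DMRs between teosinte and landraces lay in teosinte-maize sweeps more often than in the sweeps of their own comparison. The shares were 35.4% and 28.5%, with 81 DMRs in teosinte-maize sweeps alone and 40 in teosinte-landrace sweeps alone (exact binomial test, adjusted p = 0.000733). In CG the shares of 31.6% and 27.1% were not told apart (46 against 27, adjusted p = 0.0774), and 13 of the 22 CHH DMRs lay in each set. The teosinte-maize CG DMRs lay in their own sweeps more often than in the teosinte-landrace sweeps (24.1%, adjusted p = 0.0036) or the landrace-maize sweeps (22.5%, adjusted p = 0.000122). All of these binomial tests count each DMR as independent, although DMRs are clustered. Merged within 10 kb, the 590 teosinte-landrace CHG DMRs made 523 regions. No version of these tests by sweep or by block was run, so their p-values are not corrected for clustering.

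Inside sweeps, gains of CG methylation in maize were larger, with a median difference of 0.542 against 0.480 outside (two-sided permutation test, adjusted p = 4e-05). For losses the medians were 0.588 and 0.566 (adjusted p = 0.159). Exonic DMRs lay in sweeps less often than the others, and exonic position was not accounted for in these contrasts. Sweeps with a CG or CHG DMR had a median XP-CLR of 91.5 in the authors' deposited table between teosinte and modern maize, against 73.8 in those without (adjusted p = 4e-05). Sweeps with a DMR were also longer, with a median of 307.5 against 110 kb, and in the middle class of lengths the medians were 75.7 and 73.9 from the authors' deposited table (adjusted p = 0.542). Among the longest sweeps the difference stayed, at 105 against 91.4 in the authors' deposited table (adjusted p = 0.00461), though those with a DMR were longer there too (460 against 270 kb).

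Across 2111 windows of 1 Mb, the number of teosinte-maize CG DMRs rose with sweep coverage (Spearman rho 0.238, two-sided p = 0.001 from rotation, the smallest that 1000 draws can give). In 426 windows of 5 Mb rho was 0.369, so its size depends on the window. The windows are not independent, and a rho as high as 0.103 arose among the rotations.

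The excess of teosinte-maize CG DMRs in sweeps, 1.75-fold, could be regional. It remained at 1.29-fold against random regions within 5 Mb and at 1.72-fold with DMRs merged within 10 kb, each at the smallest p of 0.001. Shared regions wider than that placement and repeated counting of neighbours within 10 kb therefore do not account for all of it. Sharing at a finer scale, and DMRs farther apart counted more than once in one sweep, were not excluded. Counted by sweeps instead of DMRs, the fold within 5 Mb was 1.08 and did not pass (one-sided permutation test, adjusted p = 0.0798). The p-values of 0.001 are too small for clustered DMRs, since simulated lists unrelated to sweeps passed the local test in 11% and that with positions anywhere in 20%. Yet the highest folds among 100 such lists were 1.14 and 1.28. The step from 1.75 to 1.29 is regional or lost to the local test, which understates folds. Their density in landrace-maize sweeps alone was 0.673 of that in teosinte-maize sweeps alone (95% bootstrap interval 0.532 to 0.836, blocks of 10 Mb), but landrace-maize CG DMRs did not prefer their own sweeps, with 1.82-fold over the covered share in teosinte-maize sweeps against 1.59-fold in their own (27 against 20 in one set alone, adjusted p = 0.528). Teosinte-maize sweeps that are richer in callable sequence for DMRs of any comparison therefore cannot be told apart from a relation between selection and these DMRs, and mappability was not tested.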
